# Dynamic Deposition of Histone Variant H3.3 Accompanies Developmental Remodeling of the *Arabidopsis* Transcriptome

**DOI:** 10.1371/journal.pgen.1002658

**Published:** 2012-05-03

**Authors:** Heike Wollmann, Sarah Holec, Keith Alden, Neil D. Clarke, Pierre-Étienne Jacques, Frédéric Berger

## Abstract

In animals, replication-coupled histone H3.1 can be distinguished from replication-independent histone H3.3. H3.3 variants are enriched at active genes and their promoters. Furthermore, H3.3 is specifically incorporated upon gene activation. Histone H3 variants evolved independently in plants and animals, and it is unclear whether different replication-independent H3.3 variants developed similar properties in both phyla. We studied *Arabidopsis* H3 variants in order to find core properties of this class of histones. Here we present genome-wide maps of H3.3 and H3.1 enrichment and the dynamic changes of their profiles upon cell division arrest. We find H3.3 enrichment to positively correlate with gene expression and to be biased towards the transcription termination site. In contrast with H3.1, heterochromatic regions are mostly depleted of H3.3. We report that, *in planta*, dynamic changes in H3.3 profiles are associated with the extensive remodeling of the transcriptome that occurs during cell differentiation. We propose that H3.3 dynamics are linked to transcription and are involved in resetting covalent histone marks at a genomic scale during plant development. Our study suggests that H3 variants properties likely result from functionally convergent evolution.

## Author Summary

Histone proteins are assembled into nucleosomes to build the skeleton of chromosomes. Beyond their role as DNA scaffold, histones participate in the regulation of gene activity. Studies in animals have shown that the deposition of two different histone H3 variants, H3.1 and H3.3, requires distinct pathways and results in distinct profiles throughout the genome. H3 variants evolved independently in plants and animals. Hence, H3 variants' properties shared by plants and animals would reflect core functions that have been selected during evolution. Our study indicates that these core properties include the high enrichment of H3.3 at active genes and a relative low deposition of H3.3 over regions deprived of genes or with inactive genes. In contrast with H3.1, H3.3 incorporation is dynamic and accompanies global changes of gene activity at major developmental transitions. We anticipate that the dynamic link between H3.3 variants and transcription enables remodeling of histone modifications that contribute to developmental transitions.

## Introduction

Histones are not static scaffolding proteins but dynamic actors involved in many aspects of chromatin related functions. They are targets of chromatin modifiers that deposit covalent modifications on histone tails and thereby influence chromatin properties and affect transcriptional and translational activities. Histones H3 can be subdivided into several classes. In addition to the centromeric variant CENH3 [1], the variants H3.1 and H3.3 are highly similar in their amino acid composition, yet they are incorporated into the chromatin through different pathways [2], [3]. H3.1 is predominantly expressed and therefore incorporated during DNA replication, while H3.3 is deposited throughout the cell cycle [4]–[8].

To date, many studies in animal species show that H3.3, in contrast to H3.1, is distinctly distributed along the genome. *Drosophila* H3.3 is enriched in euchromatic regions, at loci of active gene expression [3]. Induction of gene expression leads to H3.3 enrichment, a process that is linked to transcription [9]. H3.3 densities over genes correlate with those of RNA polymerase II (RNAPII) [10], [11]. Similarly, mammalian H3.3 is enriched at actively transcribed genes, correlating with the presence of RNAPII [12]–[14]. As observed in *Drosophila*, induction of gene expression leads to enrichment of H3.3 [15], suggesting that H3.3 deposition over active genes might be driven by nucleosome displacement in the course of transcription [10].

In mammals, H3.3 enrichment has also been detected over telomeres, repressed genes and pericentric heterochromatin, resulting from deposition by distinct chaperone complexes [13], [16]–[18]. Furthermore, H3.3 marks the boundaries of cis-regulatory elements and is enriched over promoters of actively transcribed genes in *Drosophila* and mammals [12], [19], [20], indicating that the H3.3 enrichment over active genes and their promoters is a common and conserved feature of H3.3 in animal species.

Based on DNA sequences and gene structure, it is clear that H3.1 and H3.3 have evolved separately in animals and plants [21]–[25]. Yet, in both groups four amino acid changes distinguish the two H3 classes. While three of these four changes are located at positions 31, 87 and 90 in animals and plants, the actual amino acid changes are different. Both animal and plant H3.1 genes do not contain introns, but plant H3.1 genes are not organized in clusters like animal H3.1 genes [26]. As a result, plant H3.1 (and H3.3) transcripts are polyadenylated [27].

In contrast to animals, the knowledge about plant histone H3 is limited. Although it is likely that plant H3.1 expression is coupled to the cell cycle as in animals [22], [28]–[31], it has not been demonstrated clearly that H3 variant incorporation to chromatin is cell cycle regulated. H3 dynamics have been associated with a potential reprogramming event in the zygote [31]. Although it was demonstrated that amino acid residues 87 and 90 are essential [32] the mechanisms of H3.3 incorporation remain unclear and its link with transcriptional activity has not been established in plants. Here, we present the first genome-wide map of *Arabidopsis* H3.3 and H3.1 enrichment in chromatin and clarify their specificities regarding genomic features and cell cycle regulation.

## Results/Discussion

To generate genome-wide maps of H3 variant localization, we performed Chromatin-Immunoprecipitation followed by deep sequencing (ChIP-Seq). We detected the localization of fusion proteins between a green fluorescent protein (GFP) tag and histone variants expressed under their endogenous promoter in transgenic plants. As a positive control, we used an H3 antibody recognizing the C-terminal part of H3, while an anti-IgG antibody was used as a negative control. The *Arabidopsis* genome contains three H3.3 genes encoding the same protein and we tagged *HTR5* (*HISTONE THREE RELATED 5*), the most highly expressed gene of the family [31]. Similarly, we tagged *HTR13*, one of the five genes encoding the unique H3.1 protein in *Arabidopsis* [31]. The protein fusions HTR5::GFP and HTR13::GFP will hereafter be referred to as H3.3 and H3.1, respectively. A previous study in mammals has efficiently used GFP-family tags (EYFP) to perform ChIP and detected genome wide H3.1 and H3.3 incorporation [13]. Although the EYFP tag is rather large, this previous study did not report significant differences between the localization of H3 variants fused to EYFP or to HA tags [13], prompting us to use GFP tags in our study. In order to investigate H3 variant deposition dynamics during development, we harvested two types of tissue. First we used a sample comprising the meristem with leaf primordia and young leaves, which are enriched in cells still undergoing cell division (hereafter referred to as “dividing tissue”). We compared our results to those obtained from mature leaves harboring mostly differentiated, non-dividing cells (hereafter referred to as “non-dividing tissue”). Two biological replicates were generated for each sample (Figure S1, Table S1).

### H3 Variants Mark Different Genomic Features

We investigated the global distribution of H3.3 in comparison to H3.1 on major genomic features in dividing tissue (Figure 1). A browser view of the complete chromosome 4 showed that H3.3 signal decreased over the centromeric region in comparison to the chromosome arms (Figure 1A, green). Similarly, low H3.3 enrichment was observed on average around the centromeres of all five *Arabidopsis* nuclear chromosomes (Figure 1B, green). In contrast, H3.1 showed a more uniform signal along the genome (Figure 1A and 1B, orange). H3 levels were slightly increased over the centromeres (Figure 1A and 1B, blue), which was not surprising considering that nucleosome density has been reported to increase over pericentromeric regions [33]. Histone H3 lysine 9 dimethylation (H3K9me2) is a typical mark of constitutive heterochromatic regions found at the centromeres [34], [35]. We observed a clear anti-correlation between H3.3 and previously published H3K9me2 enrichment [36] over centromeres and at the heterochromatic knob (Figure 1A and 1B, grey).

**Figure 1:**
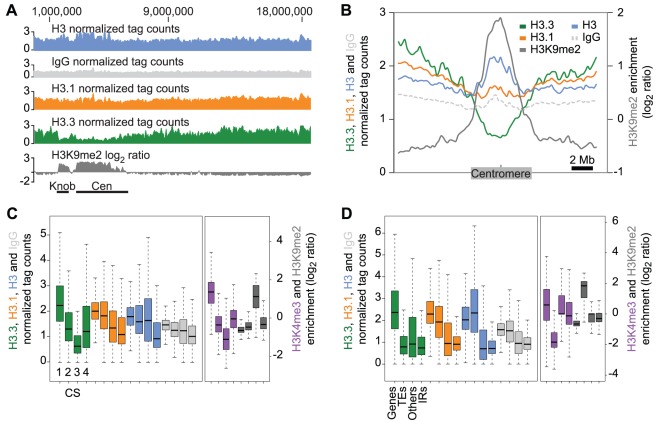
Genomic distribution of H3.3 and H3.1 enrichment over distinct chromatin states and genomic features. (A) Smoothed density of H3 (blue), IgG (light grey), H3.1 (orange), H3.3 (green) and H3K9me2 (dark grey), a heterochromatin mark, over the complete chromosome 4. The heterochromatic knob and centromeric regions are shown as black bars. Note the anti-correlation of H3.3 and H3K9me2 at the heterochromatic knob and over the centromere. (B) Average profile of H3.3 (green), H3.1 (orange), H3 (blue), IgG (light dashed grey) and H3K9me2 (dark grey) over 20 Mb genomic regions of the five chromosomes, centered on the middle of their centromeres. The anti-correlation between H3K9me2 and H3.3 enrichment is general over all centromeres. (C–D) Boxplot representations of the average enrichment of H3.3 (green), H3.1 (orange), H3 (blue), IgG (light grey), H3K4me3 (purple) and H3K9me2 (dark grey). (C) Distribution over chromatin states defined by [37]: 1545 CS1 regions mostly associated with H3K4me3, H3K9me3 and H3K36me3 active marks, 1046 CS2 regions associated mostly with H3K27me3 and H3K27me2 repressive marks, 637 CS3 regions associated mostly with H3K9me2, H4K20me1 and H3K27me1 constitutive heterochromatin marks, and 2413 CS4 regions with no prevalent marks. H3.3 is preferentially associated with CS1 and less with CS3 whereas H3.1 is more uniformly distributed. (D) Distribution over all genomic features annotated in TAIR9: 27337 protein-coding genes (Genes), 4838 transposable elements and pseudogenes (TEs), 1392 other annotations (Others), and 32910 inter-annotation regions >150 bp (IRs). H3.3 enrichment is much lower than H3.1 over TEs, and both H3 variants are more associated with genes than with inter-annotation regions.

We tested whether the anti-correlation between H3K9me2 and H3.3 was consistent at other smaller heterochromatic domains scattered along the chromosome arms. We used as a reference the four chromatin states (CS1 to CS4), defined in a previous study combining twelve different covalent histone marks [37]. We compared the distribution of H3.3 and H3.1 enrichment over these regions with the distribution of two histone modifications that mark active (H3K4me3) and inactive domains (H3K9me2) [37] (Figure 1C). CS3 is mostly enriched in H3K9me2, H4K20me1 and H3K27me1, and predominantly contains transposable element (TE) sequences [37]. CS3 thereby defines regions of constitutive heterochromatin, including the centromere and the heterochromatic knob. We observed that CS3 showed the lowest H3.3 levels among the four chromatin states. H3K4me3 levels are also low in CS3 regions [37] (Figure 1C).

CS1 and CS2 are predominantly associated with genes [37]. CS1 regions are mostly enriched in H3K4me3, H3K9me3 and H3K36me3 [37] (Figure 1C) and mark active genes, while CS2 domains are mostly enriched in marks associated with transcriptional repression (i.e. H3K27me3 and H3K27me2) [37]. H3.1 enrichment was quite similar over active (CS1) and repressed genes (CS2). Conversely, H3.3 appeared to be preferentially associated with CS1 rather than CS2 (Figure 1C). CS4, which defines regions without any prevalent histone mark [37], did not show preferential enrichment of H3.3 or H3.1, both profiles being similar to the H3 and IgG control profiles (Figure 1C). Overall, H3.1 was more evenly distributed than H3.3 over the different chromatin states (Figure 1C).

These results motivated the analysis of the H3 variant distribution over general genomic features including protein-coding genes, TEs and inter-annotation regions (IRs) (Figure 1D). The median values of H3.3 and H3.1 were similar over each feature, except over TEs where H3.3 enrichment was much lower than that of H3.1. This was consistent with poor H3.3 enrichment over TE-enriched CS3 (Figure 1C). Both H3 variants were associated similarly with IRs (Figure 1D). Notably, we obtained similar results for the H3.3 and H3.1 enrichment in dividing (Figure 1) and non-dividing (Figure S2) tissue. Moreover, there was no enrichment of either H3.3 or H3.1 at potential transcription factors binding sites (TFBS) from non-exonic regions (Figure S3).

In summary, the even distribution of H3.1 over all genomic features, similar to H3, suggests that H3.1 serves as a rather static chromatin backbone. In contrast, H3.3 appears to be more associated with active genes (CS1) than with repressed ones (CS2) and is depleted in regions of constitutive heterochromatin (CS3), including centromeres and TEs. H3.3 deposition at active genes appears to be conserved in yeast, *Drosophila* and mammals [10], [12], [13],[38] and our results suggest that plant H3.3 shares this common feature.

### Correlation of H3.3 Enrichment with Gene Expression

We next investigated the enrichment profiles of the H3 variants over protein-coding genes and their flanking intergenic sequences in dividing tissue (Figure 2A–2D). To reveal a potential preference of H3.3 enrichment at either end of the gene body, we aligned the 5′ half of all genes at their transcription start site (TSS) and their 3′ half at their transcription termination site (TTS). H3.3 signal over genes showed a marked increase towards the 3′ end (Figure 2A, green). In contrast, H3.1 did not display preferential enrichment at either gene end (Figure 2A, orange), neither was a preferential enrichment observed for the H3 or IgG profiles (Figure 2A, blue and dashed gray, respectively). Also noteworthy, both H3 variants appear to distinctly mark the gene bodies compared to their 5′ and 3′ flanking regions.

**Figure 2:**
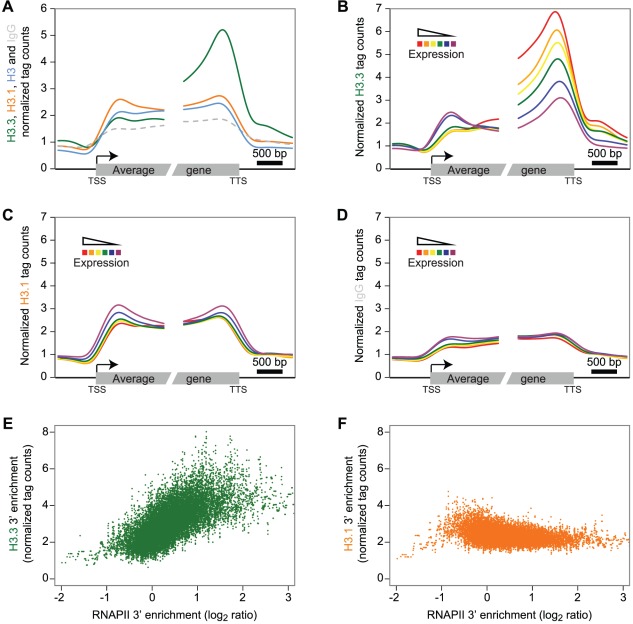
H3.3 enrichment profile over genes correlates with expression and is biased towards the 3′ end. (A) Average profile of H3.3 (green), H3.1 (orange), H3 (blue) and IgG (dashed grey) over gene bodies (all 14048 expressed protein-coding genes). Only the H3.3 profile peaks towards the 3′ end of the transcribed sequences. (B–D) Average profile of H3.3 (B), H3.1 (C) and IgG (D) enrichment over the protein-coding genes grouped according to their expression levels into six different subsets (from the red to the purple curves corresponding to FPKM >30, 20–30, 10–20, 5–10, 1–5, 0–1, and containing 3179, 1463, 2897, 2344, 2780 and 1263 genes, respectively). Note the strong correlation between levels of expression and H3.3 enrichment (B). By contrast, H3.1 enrichment does not appear to be linked with transcription (C). (E–F) Scatterplots of the H3.3 (E) and H3.1 (F) versus RNAPII 3′ enrichment calculated on the last 1 kb of the genes. A sliding window of 10 genes was applied on both H3 variants and RNAPII enrichment. Only H3.3 is showing a positive correlation with RNAPII.

According to our results on CS1 and CS2 (Figure 1C), H3.3 might be more enriched at actively transcribed genes. We tested this hypothesis by sequencing the transcripts (mRNA-Seq) from tissue corresponding to that used for ChIP-Seq analysis (Table S1). 

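The mRNA-Seq experiment comprised 4 libraries of poly-A RNA sequenced on an Illumina Genome Analyser IIx, 2 from dividing tissue (shoot meristem and young leaves) and 2 from non-dividing tissue (the oldest 4 to 6 leaves of 4 week old plants). One library of each tissue came from plants expressing HTR5::GFP and the other from plants expressing HTR13::GFP. The GEO labels number the HTR5::GFP libraries replicate 1 and the HTR13::GFP libraries replicate 2, whereas Table S1 gives replicate 1 for all 4 libraries. The numbers of the GEO labels are used here, so that replicate and transgenic line coincide. According to Table S1, 39430750 and 39085703 reads were mapped for replicates 1 and 2 of dividing tissue, and 34870976 and 34586466 for replicates 1 and 2 of non-dividing tissue. The authors mapped the reads onto TAIR9 with TopHat and deposited the FPKM that Cufflinks estimated for each of 33476 annotations in each library. FPKM is corrected for the length of the annotation and the number of mapped reads, and the paper's text states no further scaling between libraries. The FPKM values did not fall on multiples of a single read, so whole reads could not be recovered from them and the exact depth behind each value is unknown.

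Between 13084 and 14269 annotations per library were listed at 0. Calculated from FPKM, annotation length and the mapped reads of Table S1, over annotations with a single transcript, between 0.681 and 0.794% of the values above 0 corresponded to fewer than 10 fragments. Because so few values lie just above 0, a gene at 0 is described as listed at 0 and not as lacking the transcript. Replicates of one tissue had a Pearson correlation of log2(FPKM + 1) across annotations of 0.991 (dividing) and 0.987 (non-dividing), against 0.880 to 0.889 between libraries of different tissues. Annotations are not independent replicates. The 100 annotations with the highest FPKM held 26.2 and 24.5% of the summed FPKM in dividing tissue and 35.6 and 34.1% in non-dividing tissue.

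Tissues were compared with limma on log2(FPKM + 1), over the 17967 annotations with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment, and without pairing the libraries. A fold change on this scale understates the change of genes with low FPKM. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33, so single genes were not tested that way. Libraries of the same replicate number deviated together from their tissue means (Pearson correlation 0.257 across the tested annotations), and the comparison was therefore also made with the replicate number as a block. Over all tested annotations the median log2 fold change of dividing against non-dividing tissue was 0.38. Dividing each library by its median ratio to the mean library (factors 1.15 and 1.16 for dividing tissue, 0.863 and 0.876 for non-dividing tissue) shifted this median to 0.02. Values called rescaled are changes relative to that shift.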

We grouped protein-coding genes into six subsets according to their expression levels and computed, for each expression group, the average profile of the H3 variant enrichment over genes. 

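Of the 33476 annotations, 27091 were nuclear protein-coding genes, 23714 of these overlapped no other annotation, 18697 were also at least 1 kb long and 15124 had an FPKM above 0 in at least 1 of the 4 libraries. The paper's number of expressed genes is 14048, so its set was not reproduced exactly. By the mean FPKM of the 2 libraries of dividing tissue, 3221 of the 15124 genes were above 30, 1542 between 20 and 30, 3051 between 10 and 20, 2607 between 5 and 10, 2916 between 1 and 5, and 1619 between 0 and 1. The remaining 168 genes were listed at 0 in both libraries of dividing tissue. The median FPKM fell from 54.3 in the highest group to 14.2 between 10 and 20 and 0.490 in the lowest group. When each library of dividing tissue was grouped separately, 12990 genes (85.9%) fell into the same group in both, and in non-dividing tissue 12634 genes (83.5%) did. Between the tissues the groups were less alike: 7181 genes (47.5%) were in the same group by the means of both. The group above 30 held between 2727 genes, by the mean of the non-dividing libraries, and 3804 genes, with overlapping genes kept.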

The level of H3.3 enrichment at the 3′ end of genes correlated positively with gene expression (Spearman rank correlation of 0.53 across all genes; enrichment calculated on the 3′ last 1 kb) (Figure 2B). At the 5′ end, there was no such positive correlation; if anything, we observed a slight negative correlation. In contrast to H3.3, H3.1 enrichment did not correlate with gene expression levels (Figure 2C), neither did we detect a correlation with the control profiles of IgG (Figure 2D) or H3 (Figure S4A). Similar results were observed in non-dividing tissue (Figure S5).

In agreement with our observations, plant H3.3 is associated with several histone marks, which are correlated with active gene expression [24], [39], [40]. In contrast to H3.3 however, profiles of euchromatic histone modifications do not appear to show preferential 3′ enrichment over genes (Figure S4B) [37], [41].

Animal H3.3 enrichment shows a positive correlation to gene expression [13], [14], [42] and plant and animal H3.3 appear to share this common feature. Several studies report animal H3.3 enrichment to correlate with that of RNA polymerase II (RNAPII) [10], [11], [14]. Therefore we analyzed *Arabidopsis* RNAPII enrichment over genes using data published previously [33] and indeed found a 3′ preference (Figure S4C). Moreover, the enrichment of H3.3 and RNAPII calculated on the 3′ last 1 kb was positively correlated (Figure 2E, Spearman rank correlation of 0.33 across all genes, p-value<1e-275), even if the RNAPII was not profiled in the same condition. This was obviously not the case for H3.1, H3 or IgG (Figure 2F, Figure S4D–S4E). We noticed that the enrichment of H3.3 at the 3′ end also positively correlated with gene length, whereas H3.1 and RNAPII did not (Figure S6A–S6E).

In summary, plant H3.3 enrichment positively correlates with gene expression and gene length and appears to gradually increase towards the distal gene end, reaching a maximum immediately upstream of the TTS. This profile appears to be similar to that reported for *C. elegans* H3.3 [43]. Preferential enrichment of H3.3 towards the gene end has also been reported in mouse cells, where activation of interferon-stimulated genes leads to H3.3 incorporation preferentially at the distal coding region [15]. Similarly, in human cells H3.3 abundance appeared to show a gradual increase towards the TTS [42]. A recent study that compares H3.3 patterns over genes in mouse and human cells reports H3.3 enrichment to be highest after the TTS, a profile that correlates with that of RNAPII [14]. In plants, we find that the H3.3 enrichment at the 3′ end broadly correlates with the RNAPII profile. Hence both in plants and animals H3.3 deposition appears to be linked to or to enable co-transcriptional processes but whether this reflects similar mechanisms remains to be investigated.

While plant and animal H3.3 obviously share similar features, we observed important differences as well. H3.3 enrichment in *Drosophila* and mammals is not limited to the coding regions but is also high on cis-regulatory elements, repressed genes and telomeres [11]–[13], [19],[20], which appears not to be true for plant H3.3. This might be explained by a regulatory function of H3.3 in animals that has not evolved similarly in plants. The absence of enrichment of H3.3 in non-coding regions might also reflect that the *Arabidopsis* genome lacks long distance acting enhancers, which are common in mammals and *Drosophila*.

### Dynamic H3.3 Replacement during Developmental Transition

We investigated the dynamics of H3.3 enrichment during the major developmental transition in vegetative plant life that leads to leaf formation. Leaf development is initiated from primordia that continuously arise from the shoot apical meristem (SAM). The SAM and the primordia comprise dividing cells [44]. Once a primordium enlarges through cell division, leaf patterning takes place while cells still divide. Subsequent cell differentiation coincides largely with the arrest of cell division. Thus, we compared H3 variant enrichment in meristem and leaf primordia (dividing tissue) and mature leaves (non-dividing tissue). Using data from cyclebase.org [45] and the transcriptomes obtained from each sample, we verified that dividing tissues expressed cell cycle regulated genes, including the five genes encoding H3.1 variants at levels higher than non-dividing tissues (Table 1 and Table S2). 

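Table S2 lists 8 genes from the top and 8 from the bottom of the CycleBase ranking. All 8 cell cycle regulated genes had a higher mean FPKM in dividing than in non-dividing tissue, with a log2 ratio of (FPKM + 1) between 1.29 (HMGB6, AT5G23420) and 4.08 (3xHMG-box2, AT4G23800) and a median of 2.83. Of the 8 cell cycle independent genes, 6 were higher in dividing tissue, CLPP3 (AT1G66670) was lower (-0.19) and COBL6 (AT1G09790) was listed at 0 in all 4 libraries, and the median was 0.36. The medians of the 2 sets of genes differed by 2.47 (exact two-sided permutation test over all splits of the genes into 8 and 8, p = 0.00311), where genes are not independent replicates. With the log2 ratios taken within each line (replicate block) the difference was 2.48. A pseudocount of 0.1 moved it most, to 3.87. After rescaling, all 8 cell cycle regulated genes were still higher in dividing tissue, against 4 of the 8 cell cycle independent genes.

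Among the cell cycle regulated genes, 3xHMG-box2 (chromosome 4, 12390167 to 12392710 in TAIR9, overlapping another annotation) had an FPKM of 33.3 ± 0.257 (SD, n = 2) in dividing and 1.03 ± 0.0504 in non-dividing tissue (standard error of the log2 fold change 0.09, limma adjusted p = 1.16e-04, with the replicate block 4.26e-06). The smallest change, that of HMGB6, was from 5.88 ± 0.187 in non-dividing to 15.9 ± 0.456 in dividing tissue (limma adjusted p = 4.34e-04, with the replicate block 7.26e-05). AT3G12870 had FPKM values of 10.5 and 9.87 in the libraries of dividing tissue and AT4G28430 of 1.58 and 1.78, and both were listed at 0 in both libraries of non-dividing tissue.

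Of the 5 genes encoding H3.1, HTR1 (AT5G65360, chromosome 5, 26119859 to 26120581) had an FPKM of 58.6 ± 0.509 (SD, n = 2) in dividing and 22.5 ± 2.33 in non-dividing tissue, a log2 fold change of 1.34 (standard error 0.10, limma adjusted p = 5.35e-04, with the replicate block 7.75e-05). HTR2 (AT1G09200, chromosome 1, 2971593 to 2972199) had 53.4 ± 3.09 and 16.1 ± 0.174, a log2 fold change of 1.67 (standard error 0.09, limma adjusted p = 2.84e-04, with the replicate block 3.43e-05). HTR3 (AT3G27360, chromosome 3, 10129105 to 10129937), which overlaps another annotation and varied between replicates beyond the paper's limit, had 19.5 ± 4.82 and 3.64 ± 0.691, a log2 fold change of 2.13 (standard error 0.20, limma adjusted p = 9.03e-04, with the replicate block 1.30e-04). HTR9 (AT5G10400, chromosome 5, 3270289 to 3270952) had 66.5 ± 13.0 and 12.7 ± 0.0475, a log2 fold change of 2.29 (standard error 0.15, limma adjusted p = 3.99e-04, with the replicate block 2.67e-05). These 4 genes were higher in dividing tissue in both lines and after rescaling, when the log2 fold change of HTR1, the smallest, was 0.95 and that of HTR9, the largest, was 1.90. HTR13 (AT5G10390, chromosome 5, 3268847 to 3269550) carries the tag in the HTR13::GFP line; in the HTR5::GFP line alone its log2 ratio was 1.70. The 5 genes are paralogs, and 96.4 to 99.6% of the 36-base stretches of each gene occurred once in the reference genome (TAIR10.1).

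**Figure D1:**
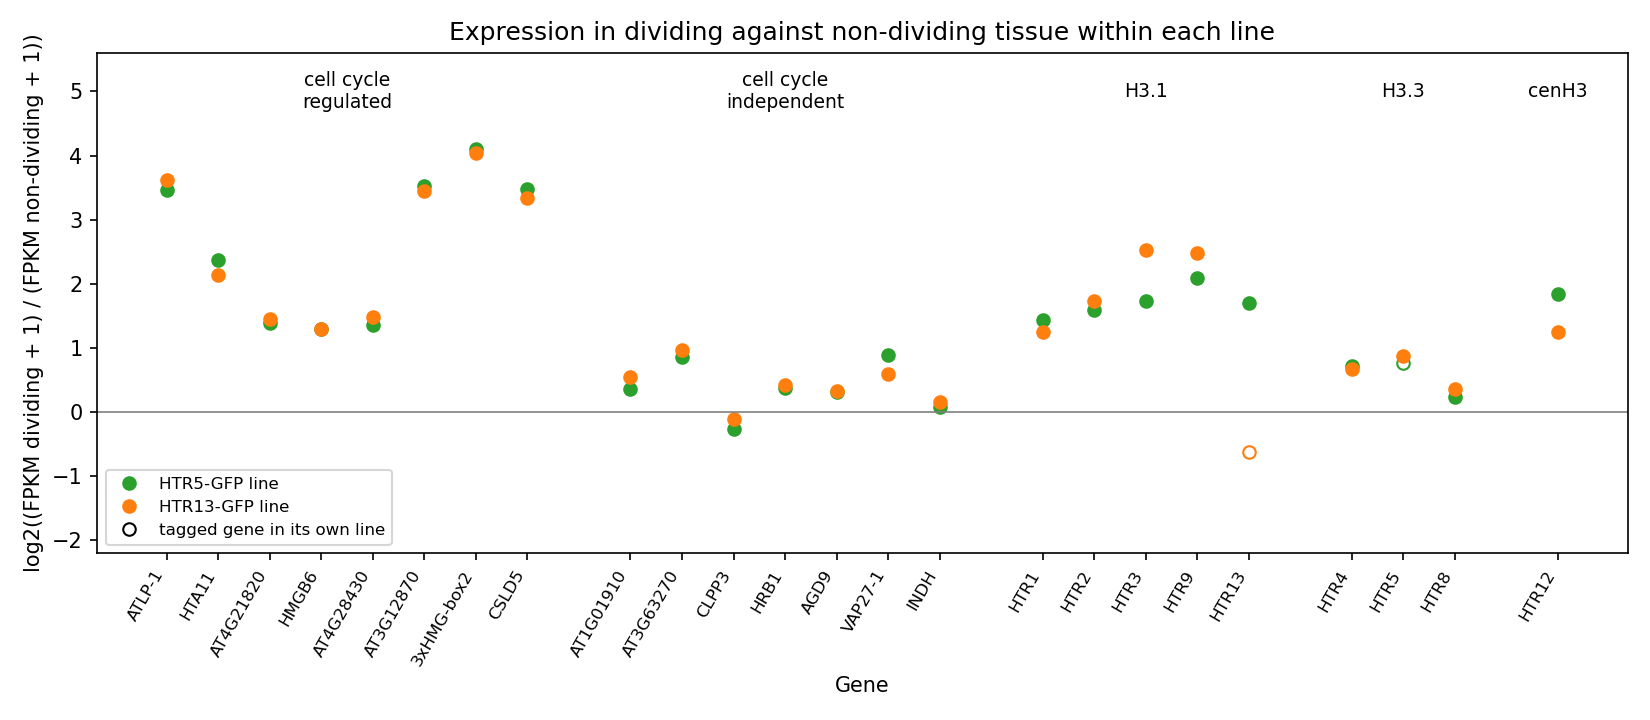
log2 ratio of (FPKM + 1) in dividing against non-dividing tissue, with 1 point per line (HTR5::GFP green, HTR13::GFP orange, open where the gene is the tagged gene of that line), for genes of Table S2 and the H3 genes, with FPKM as deposited and without COBL6, which is listed at 0 throughout. The cell cycle regulated genes and the H3.1 genes lie above 1 in both lines, apart from HTR13 in its own line (-0.62), and the cell cycle independent genes between -0.26 (CLPP3) and 0.97 (AT3G63270).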

In animals, incorporation of H3.1 and H3.3 into chromatin depends on distinct assembly factors. While ASF1A and ASF1B are apparently required for deposition of both H3 types, the CAF-1 complex participates in H3.1 incorporation, while H3.3 incorporation depends on HIRA and DAXX [8], [13], [18], [46]. Except for DAXX, homologues of the H3 chaperones have been identified in the *Arabidopsis* genome (Table 1). Amongst these homologues, only the expression of the H3.1-specific CAF1 homolog *FAS2* was strongly dependent on the cell cycle (Table 1). 

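Of the 7 chaperone genes of Table 1, FAS2 (AT5G64630, chromosome 5, 25833174 to 25836384) had the largest change. Its FPKM was 5.18 ± 0.0276 (SD, n = 2) in dividing and 0.672 ± 0.0946 in non-dividing tissue, a ratio of 7.71 (7.04 in the HTR5::GFP line and 8.53 in the HTR13::GFP line) and a log2 fold change of 1.89 (standard error 0.11, limma adjusted p = 3.51e-04, with the replicate block 5.64e-05). With 1 added to each FPKM the ratio was 3.70, the alternative that moved it most. ASF1B (AT5G38110, chromosome 5, 15208470 to 15210215) had the next largest change, from 3.87 ± 0.982 in non-dividing to 14.0 ± 0.324 in dividing tissue, a ratio of 3.61 (3.01 and 4.48 in the 2 lines) and a log2 fold change of 1.64 (standard error 0.16, limma adjusted p = 9.62e-04, with the replicate block 1.05e-04). ASF1B varied between the non-dividing replicates beyond the paper's limit. The difference between the changes of FAS2 and ASF1B was not tested. These are changes between tissues. By the CycleBase ranks of Table 1, ASF1B is the least cell cycle regulated of the 7 genes. FAS1 (AT1G65470), which encodes another subunit of CAF-1, had 3.19 ± 0.0596 and 2.00 ± 0.198 (log2 fold change 0.48, limma adjusted p = 0.0144, with the replicate block 0.0130).

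The other 4 genes changed by less than FAS2 and ASF1B, in the same direction. HIRA (AT3G44530) had an FPKM of 5.75 ± 0.0995 in dividing and 3.81 ± 0.00475 in non-dividing tissue (limma adjusted p = 0.00750), ATRX (AT1G08600) 9.35 ± 0.287 and 6.52 ± 0.115 (adjusted p = 0.00763), MSI1 (AT5G58230, overlapping another annotation) 17.3 ± 0.650 and 12.1 ± 1.70 (adjusted p = 0.0170), and ASF1A (AT1G66740) 15.9 ± 0.579 and 13.1 ± 0.569 (adjusted p = 0.0449). With the replicate block the adjusted p of these 4 genes was 0.00594, 0.00567, 0.00851 and 0.0401. After rescaling, FAS2 and ASF1B remained past the threshold of 0.05 (log2 fold changes 1.63 and 1.28, limma adjusted p = 5.73e-04 and 0.00276). FAS1, HIRA, ATRX and MSI1 did not (adjusted p = 0.190, 0.208, 0.370 and 0.478), and ASF1A changed direction (-0.12, adjusted p = 0.273). With rescaling and the replicate block together, chosen after the data were seen, the limma adjusted p of these 5 genes lay between 0.229 (FAS1) and 0.438 (MSI1). With quantile normalization it lay between 0.304 (MSI1) and 0.972 (FAS1).

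**Figure D2:**
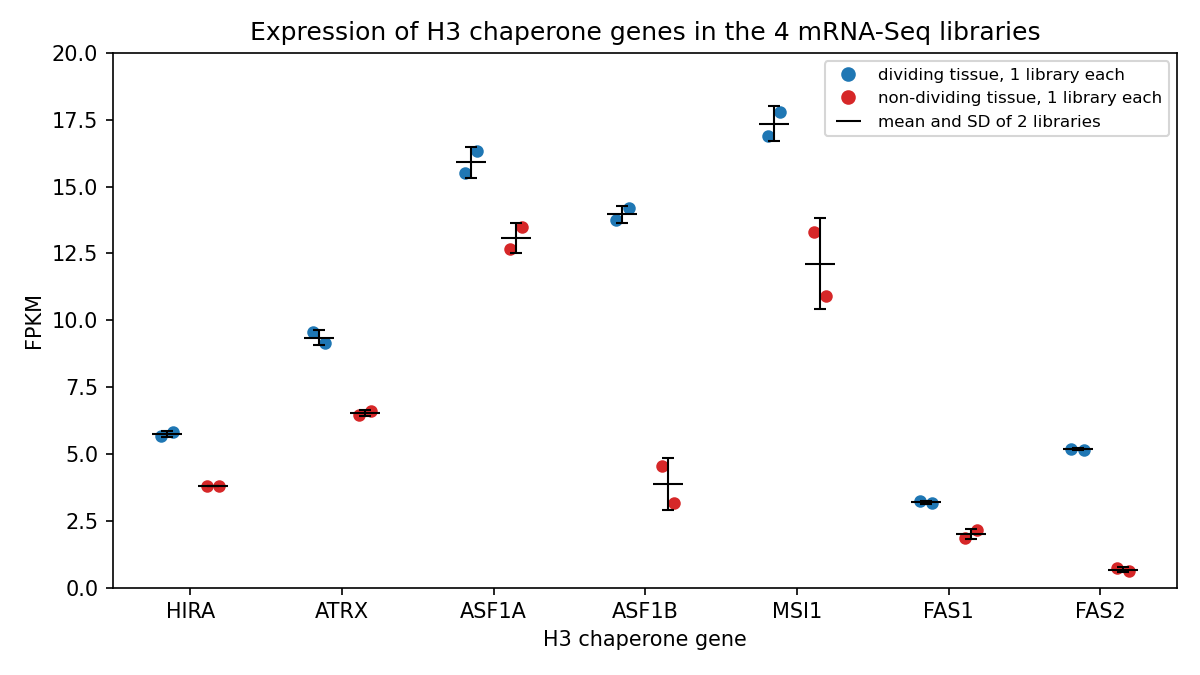
FPKM of the 7 H3 chaperone genes in each library (points; dividing tissue blue, non-dividing tissue red), as deposited, with the mean and SD of the 2 libraries of a tissue in black. All 7 genes are higher in dividing tissue as deposited, FAS2 by a ratio of 7.71, whereas ASF1A is lower in dividing tissue after rescaling.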

Together, the expression profiles of the H3 variants and their chaperones suggest that in *Arabidopsis*, as is the case in animals, H3.1 incorporation occurs primarily in dividing cells while H3.3 incorporation is largely independent of the cell cycle.

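Summed over the 5 H3.1 genes, with HTR13 taken from the HTR5::GFP line only, FPKM was 214 in dividing and 59.4 in non-dividing tissue, a ratio of 3.61. With HTR13 averaged over both lines the ratio was 1.80, the alternative that moved it most. Summed over the 3 expressed H3.3 genes, with HTR5 from the HTR13::GFP line only, FPKM was 1263 and 764, a ratio of 1.65. After rescaling, the ratios were 2.72 for H3.1 and 1.25 for H3.3. The centromeric variant HTR12 (AT1G01370, chromosome 1, 143564 to 145684) had an FPKM of 3.88 ± 0.193 (SD, n = 2) and 0.693 ± 0.419, a ratio of 5.59 (limma adjusted p = 0.00212, with the replicate block 3.93e-04). Its ratio was 10.1 in the HTR5::GFP line and 3.78 in the HTR13::GFP line, a difference that was not tested. With 1 added to each FPKM the ratio of HTR12 was 2.88, and it was 9.78 without replicate 2 of non-dividing tissue and 3.92 without replicate 1.

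HTR4 (AT4G40030, chromosome 4, 18555577 to 18556972) had an FPKM of 465 ± 56.6 and 286 ± 41.3, a log2 fold change of 0.70 (standard error 0.15, limma adjusted p = 0.0119, with the replicate block 0.00140). HTR8 (AT5G10980, chromosome 5, 3472405 to 3473466) had 155 ± 8.54 and 126 ± 1.39, a log2 fold change of 0.30 (standard error 0.09, limma adjusted p = 0.0347, with the replicate block 0.0383). After rescaling, the log2 fold change of HTR4 was 0.29 (limma adjusted p = 0.143) and that of HTR8 -0.11 (limma adjusted p = 0.317), in the other direction. With rescaling and the replicate block together, a fit chosen after the data were seen, the limma adjusted p was 0.0520 for HTR4 and 0.379 for HTR8. Quantile normalization gave 0.58 for HTR4 (limma adjusted p = 0.0150), past the threshold of 0.05, and 0.13 for HTR8 (limma adjusted p = 0.235). The ratio of the summed chaperones was 1.68 as deposited and 1.27 after rescaling. From the expression of the H3 variants and of their chaperones the paper proposes that H3.1 is incorporated mainly in dividing cells, and that incorporation of H3.3 depends little on the cell cycle.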

**Table 1:** Expression of histone H3 and potential histone H3 chaperone genes in dividing and non-dividing tissue.

Category	Gene	Name	CycleBase Rank	Dividing (FPKM)	Non-dividing (FPKM)	Ratio Div/Non
**H3.3**	AT4G40030	HTR4	11,291	464.6	286.5	
	AT4G40040	HTR5	4,674	644.0	351.4	
	AT5G10980	HTR8	7,701	154.6	125.7	
	**total**			**1263.1**	**763.6**	**1.65**
**H3.1**	AT1G09200	HTR2	171	53.4	16.1	
	AT3G27360	HTR3	78	19.5	3.6	
	AT5G10390	HTR13	44	16.4	4.4	
	AT5G10400	HTR9	661	66.5	12.7	
	AT5G65360	HTR1	262	58.6	22.5	
	**total**			**214.4**	**59.4**	**3.61**
**cenH3**	AT1G01370	HTR12	1,848	3.9	0.7	**5.59**
**H3 chaperones**	AT3G44530	HIRA	13,620	5.7	3.8	
	AT1G08600	ATRX	14,566	9.4	6.5	
	AT1G66740	ASF1A	10,888	15.9	13.1	
	AT5G38110	ASF1B	15,230	14.0	3.9	
	AT5G58230	MSI1	6,931	17.3	12.1	
	AT1G65470	FAS1	340	3.2	2.0	
	AT5G64630	FAS2	2,243	5.2	0.7	
	**total**			**70.7**	**42.1**	**1.68**

CycleBase ranks were extracted from www.cyclebase.org, with ranks from 1 to 20,945 reflecting the magnitude of cell-cycle dependent regulation. *H3.3* genes for which we did not detect expression are not presented here. 

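HTR5 (AT4G40040, chromosome 4, 18557187 to 18558743) is the gene tagged in the HTR5::GFP line and HTR13 the gene tagged in the HTR13::GFP line. In dividing tissue HTR5 had an FPKM of 1315 in its own line and 644 in the HTR13::GFP line. In non-dividing tissue the values were 772 and 351. The log2 ratio of its own to the other line was 1.03 and 1.14 in the 2 tissues, outside the middle 95% of the same ratio over 500 genes of similar FPKM (-0.37 to 0.42 and -0.49 to 0.56). HTR13 had an FPKM of 116 in its own line and 16.4 in the HTR5::GFP line in dividing tissue, and 179 and 4.38 in non-dividing tissue. The corresponding log2 ratios were 2.81 and 5.35, likewise outside the middle 95% (-0.42 to 0.39 and -0.54 to 0.52). Each line is represented by 1 library per tissue, so these ratios have no replicate check. Both genes varied between replicates, that is between lines, beyond the paper's limit. Over all 4 libraries, HTR5 had a log2 fold change between tissues of 0.82 (limma adjusted p = 0.196, with the replicate block 9.71e-04) and HTR13 of 0.54 (limma adjusted p = 0.808, with the replicate block 0.336). After rescaling these were 0.41 (limma adjusted p = 0.515) and 0.16 (limma adjusted p = 0.947). With rescaling and the replicate block together, chosen after the data were seen, the limma adjusted p was 0.0200 for HTR5, past the threshold of 0.05, and 0.785 for HTR13. All of these values include the libraries of the gene's own line.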

FPKM values are the average of the two mRNA-Seq replicates per tissue, except for HTR5 and HTR13 where only the values from the non-tagged library were reported.

To investigate H3.3 and H3.1 dynamics during the developmental transition from primordia to differentiated leaves, we selected two subsets of genes, according to their higher expression levels (at least five-fold) in either dividing or non-dividing tissue. 

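The gene sets were taken from the 12791 nuclear protein-coding genes that overlapped no other annotation, were at least 1 kb long, had an FPKM above 0 in at least 1 library and varied between replicates within the paper's limit. By the tissue means, 1126 genes were at least 5 times higher in dividing tissue and 183 in non-dividing tissue, with no minimum FPKM. Of these, 642 and 70 genes were listed at 0 in both libraries of the lower tissue. Without them the sets held 484 and 113 genes. Adding 1 to each mean FPKM gave 242 and 65 genes, the largest move of the set higher in dividing tissue under a single changed choice. Within each line separately, 1053 and 165 genes were at least 5 times higher in both lines. After rescaling the sets held 961 and 286 genes. The median FPKM in the higher tissue was 1.96 for the set higher in dividing tissue and 5.70 for the set higher in non-dividing tissue. With limma, 572 genes of the first set and 117 of the second had a mean FPKM of at least 1 and were tested, and all of them had an adjusted p under 0.05, with and without the replicate block and after rescaling. The sets were chosen from the same libraries for a large change and a small variation between replicates, so this outcome was nearly fixed by the choice and is no independent test.

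Over all 17967 annotations tested with limma, 9282 were higher in dividing and 3271 in non-dividing tissue at an adjusted p under 0.05, so that 73.9% of the differences were towards dividing tissue. Replicate numbers paired the libraries to a limited degree (correlation of deviations 0.257), and with the replicate number as a block the numbers were 9723 and 3625. Rescaled FPKM gave 5578 and 5518 annotations (50.3% towards dividing tissue), and quantile normalization 5770 and 5243 (52.4%). Among protein-coding genes past the threshold and changed alike in both lines, the largest change towards dividing tissue was that of AT3G05727 (chromosome 3, 1693552 to 1694138), with FPKM values of 1523 and 1486 in dividing and 2.20 and 0 in non-dividing tissue (log2 fold change 9.72, standard error 0.54, limma adjusted p = 3.13e-04, with the replicate block 8.86e-06). It was followed by AT4G22505 (9.13), AT4G22517 (8.97), AT4G22513 (8.66) and AT4G22490 (8.38), of which AT4G22517 and AT4G22513 overlap other annotations. All 5 of these genes varied between the non-dividing replicates or the dividing replicates beyond the paper's limit and are therefore in neither 5-fold set. Towards non-dividing tissue the largest change was that of AT1G23130 (chromosome 1, 8200383 to 8201235), from 6.39 ± 0.658 (SD, n = 2) in dividing to 298 ± 31.8 in non-dividing tissue (log2 fold change -5.34, standard error 0.12, limma adjusted p = 1.16e-04, with the replicate block 2.08e-06). LTP3 (AT5G59320, -5.25), SWEET11 (AT3G48740, -4.82), COR15A (AT2G42540, -4.49) and TIP2;2 (AT4G17340, -4.33) followed. These 4 genes, unlike AT1G23130, also varied between replicates beyond the paper's limit; the non-dividing replicates of LTP3 had FPKM values of 349 and 71.6.

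**Figure D3:**
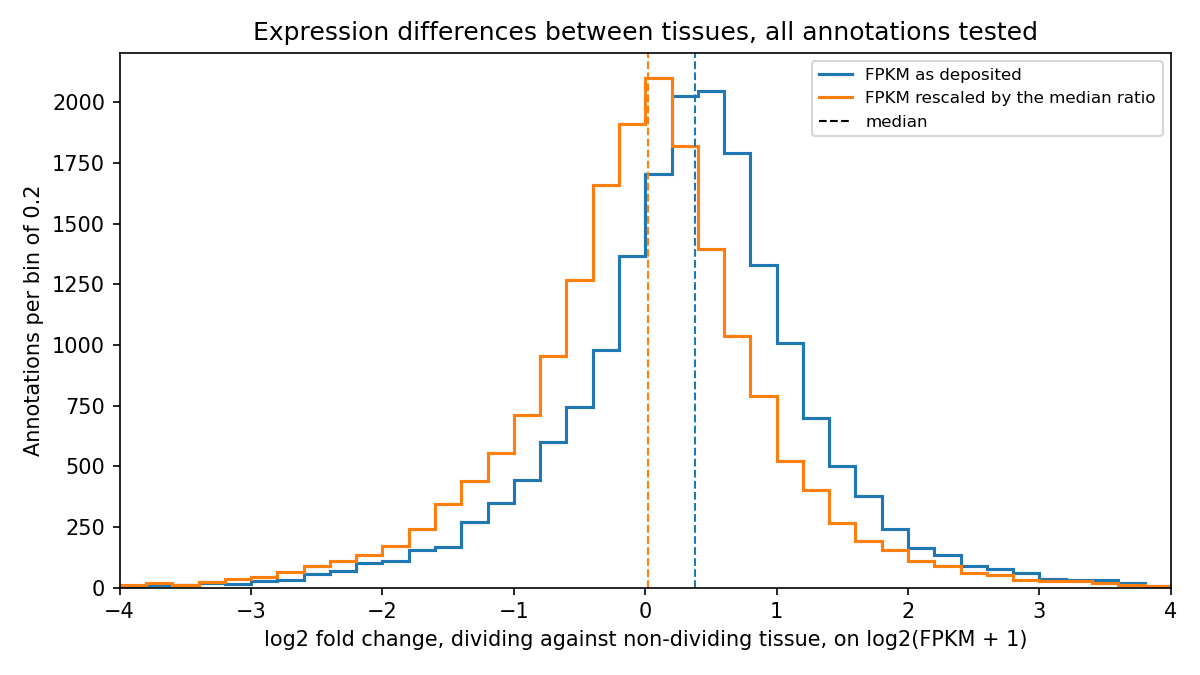
Number of annotations per bin of 0.2 of the log2 fold change of dividing against non-dividing tissue, on log2(FPKM + 1), over the 17967 annotations tested, as deposited (blue) and after rescaling by the median ratio (orange), with dashed lines at the medians. The median lies at 0.38 as deposited and at 0.02 after rescaling; 72 and 65 annotations lie outside the range shown.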

Having gene sets that were preferentially expressed in either of the two tissue types, we could examine the changes in H3 variant levels that accompanied repression (Figure 3A) and induction (Figure 3B) of transcription during the developmental transition from dividing tissues (plain lines) to non-dividing tissues (dashed lines). Transcriptional repression was accompanied by a strong decrease of H3.3 levels at the 3′ end (Figure 3A). Conversely, activation of gene transcription at the developmental transition was reflected in an increase of H3.3 signal at the 3′ end (Figure 3B). H3.1 levels on the other hand were not affected at genes undergoing repression (Figure 3A) or activation (Figure 3B). Similarly, different groups of genes (cell cycle regulated genes, genes expressed in only one tissue, and control genes with similar expression) also supported that H3.3 enrichment changed dynamically according to the expression modulation (Figure S7). Moreover, when considering all the genes, we observed a positive correlation between expression change and the change in H3.3 enrichment that is modest, but highly significant (Spearman rank correlation of 0.28, p-value<1e-275) (Figure 3C). This was not the case for H3.1, H3 and IgG (Figure 3C).

**Figure 3:**
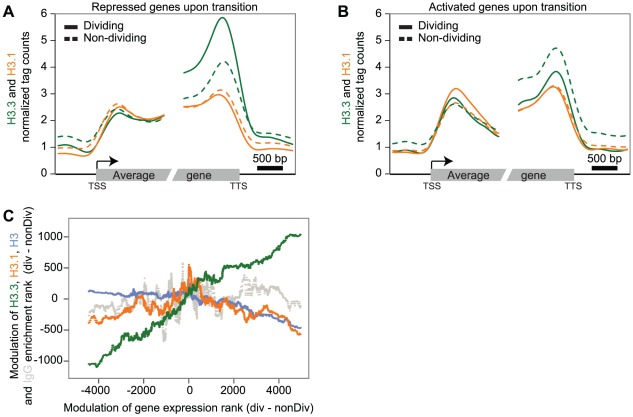
Dynamics of H3.3 and H3.1 enrichment during development. (A–B) Average profile of H3.3 (green) and H3.1 (orange) enrichment over genes that are five fold up-regulated in dividing tissue (plain line) compared to non-dividing tissue (dashed line) (194 genes) (A) and vice versa (88 genes) (B). The average H3.3 enrichment varies during development and follows expression changes (A–B). In contrast, the average H3.1 enrichment does not vary significantly during the developmental transition (A–B). (C) Scatterplots of the modulation of H3.3 (green), H3.1 (orange), H3 (blue) and IgG (dashed grey) enrichment rank versus gene expression rank in dividing compared to non-dividing tissue. A sliding window of 500 genes was applied on both the gene expression difference and the differential enrichment. Only the modulation of H3.3 shows a positive correlation with changes of levels of expression.

We conclude that the repression of gene expression during leaf differentiation is linked with a decrease in the H3.3 level, but not H3.1 level, suggesting that H3.3 may contribute to developmental transitions. Differentiation also requires the induction of gene expression, which correlates with gain of H3.3 enrichment at the 3′ end of some genes. H3.1 enrichment on the other hand, is not significantly affected by developmental transitions and appears to be a relatively stable chromatin component. This property would support a role of H3.1 in propagation of epigenetic patterns of histone modification through division, in agreement with the preference of H3.1 over H3.3 enrichment at heterochromatic regions, which need to be maintained in a transcriptional silent state.

### Conclusions

There are remarkable similarities between H3 variants in animals and plants, yet phylogenetic analyses indicate that amongst metazoa and plantae, H3.1 and H3.3 variants evolved independently. However, both share similar features such as specific amino acid changes at positions 31 and 87 and the absence of introns in H3.1 [21], [23], [25]. This suggested that H3 variants in plants and animals are analogous and result from convergent evolution of similar H3 properties. In both, plants and animals H3.1 but not H3.3 expression is linked to the cell cycle [21], [47]. Furthermore, our results indicate that in *Arabidopsis* H3.3 is dynamically deposited over gene bodies and its enrichment is linked to gene expression. Thus, the incorporation specificities observed for H3.3 and H3.1 are largely similar between animals and plants, suggesting a functional convergence during evolution of H3 variants in eukaryotes. Whether this convergence was driven by the conservation of the distinct mechanisms that incorporate H3.1 and H3.3 remains to be established since we currently lack biochemical characterization of histone H3 chaperones in plants.

Our study outlines a specific enrichment of H3.3 culminating towards the 3′ end of genes, a phenomenon that might be linked with gene length. Noteworthy, active marks such as H3K4me3 and H3K4me36 are enriched towards the 5′ part of genes, in contrast to H3.3. Although we observe a correlation with RNAPII, the origin and significance of H3.3 enrichment at the 3′ end of genes in *Arabidopsis* remains unclear.

Our study addresses genome-wide dynamics of H3.3 and H3.1 enrichment during differentiation *in planta*. We find that gene expression changes during differentiation are reflected in H3.3 enrichment. This dynamic replacement of H3.3 potentially allows covalent histone marks present in the chromatin of dividing cells to be remodeled in order to allow repression or expression of a new repertoire of genes that participate to the differentiation program. Hence, H3 variant replacement might serve as a mechanism that enables reprogramming at developmental transitions by globally facilitating dynamics of covalent marks.

## Materials and Methods

### Plant Material and Growth Conditions

We used homozygous transgenic plants constructed by Mathieu Ingouff [31]. Columbia plants were agro-transfected with pHTR13:HTR13::GFP (At5g10390) for the tagged H3.1 line and with pHTR5:HTR5::GFP (At4g40040) for the tagged H3.3 line, using the destination vector pMDC107 [48], as described in [31]. Plants were grown in short day conditions (8 h light–16 h dark, 20 to 22°C) for 4 weeks after stratification at 4°C and in dark for 5 days. For harvesting the tissues used for ChIP and RNA sequencing, we dissected the plants with scalpels under a binocular scope. For the “dividing tissue” samples, we harvested the meristem and younger leaves, for the “non-dividing tissue” samples, we harvested the oldest 4 to 6 leaves.

### Chromatin Immunoprecipitation (ChIP)

Nuclei enrichment was performed as previously described [49] with modifications. Tissues grinded in liquid nitrogen were fixed in 1% formaldehyde for 10 minutes, and the reaction was stopped by adding 0.125 M glycine. Nuclei were extracted by filtration through Miracloth and iterated washes and centrifugations at 2,000×g. Chromatin Immunoprecipitation was done as previously described [50] with modifications. After lysis in SDS buffer, DNA was sonicated for 8 cycles of 0.5 minute on and 1 minute off with an UCD-200TM-EX Bioruptor (Diagenode) on medium power, at 0 to 4°C. Sonicated chromatin was incubated overnight with either GFP antibodies (A11122, Invitrogen), H3 antibodies (07-690, Millipore), or IgG antibodies (ab46540-1, Abcam). After pre-clearing, magnetic protein A-beads (Dynabeads protein A, Invitrogen) were incubated with the antibodies-chromatin mix for 3 hours. After precipitation of the beads on a magnetic rack (MagnaRack, Invitrogen) and washes with increasing stringency, DNA was eluted at 65°C and reverse cross-linked with proteinase K (Fermentas). Immunoprecipitated DNA was treated with RNase A (Fermentas) and purified with the QIAquick purification kit (Qiagen). For the first biological replicate (Table S1), DNA was reverse cross-linked with Chelex resin (BioRad) 10 minutes at 95°C, and the antibody used to immunoprecipitated H3 was ab1791 (Abcam).

### ChIP and RNA Sequencing

mRNA-Seq and ChIP-Seq libraries of template molecules suitable for high-throughput sequencing were constructed according to the guide lines described in the Illumina website (http://www.illumina.com/applications/sequencing/.ilmn). For mRNA-Seq libraries, briefly, 10 µg of total RNA was purified to yield poly-A containing mRNA molecules using poly-T oligo-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. Then the cleaved RNA fragments were copied into first strand cDNA using Superscript II Reverse Transcriptase (Invitrogen) and random primers. This was then followed by second strand cDNA synthesis using DNA Polymerase I and RNaseH. These cDNA fragments then underwent an end repair process, the addition of a single ‘A’ base, and then ligation of adapters specific for sequencing flow cell. These products were then purified by gel excision and enriched by PCR with Phusion polymerase (Fermentas) to create the final cDNA library. This library was validated by loading 1 µl of the re-suspended constructs onto an Agilent Technologies 2100 Bioanalyzer DNA-1000 microfluidic chip. The final products showed a distinct band at 200–300 bp and were subsequently sequenced on an Illumina Genome Analyser IIx.

A similar process was used for ChIP-Seq libraries generation. 30 µl of chromatin-immunoprecipitated DNA was subjected to the following process: end repair by the addition of a single ‘A’ base, and then ligation of adapters specific for sequencing flow cell. These products were then purified and size-selected on gel to have fragments from 200 to 300 bp and enriched by 20 cycles PCR to create the final cDNA library (22 cycles for replicate 1). This library was validated by loading 1 µl of the re-suspended constructs onto an Agilent Technologies 2100 Bioanalyzer DNA-1000 microfluidic chip. The final products showed a distinct band at 200–300 bp and were subsequently sequenced on an Illumina Genome Analyser IIx.

### Reads Mapping

The ChIP-Seq reads were mapped onto the *Arabidopsis* genome (TAIR9) using CASAVA v1.7. The number of mapped reads varied from 228 k to 11.9 M for the first biological replicates, and from 15.1 M to 20.7 M for the second (Table S1).

These files were then converted to 10 bp density WIG files using MACS v1.4.0 [51]. In order to be directly comparable, each WIG file was next normalized using the total number of mapped reads. We performed visual inspection of the data using a local installation of the UCSC Genome Browser [52] (http://genome.gis.a-star.edu.sg/).

The mRNA-Seq reads were mapped onto TAIR9 using recommended settings of TopHat v1.2.0 [53], Bowtie v0.12.7 [54] and Samtools v0.1.13 [55]. The number of mapped reads varied from 34.6 M to 39.4 M (Table S1). These files were then analyzed with Cufflinks v0.9.3 [56] using recommended settings to get a FPKM (Fragment Per Kilobase per Million mapped reads) value for each annotation (Table S3).

The quality of the mapped reads was assessed using FastQC v.0.9.0 (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/).

The raw reads and processed files from both ChIP-Seq and mRNA-Seq experiments have been deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number GSE36631.

### Average Profiles

In order to generate the average profile over centromeres (Figure 1B and Figure S2B), the centers of the 5 centromeric regions (coordinates from [57]) were aligned and the average signal calculated into 200 kb windows over 20 Mb. An average sliding window of 1 Mb was next applied to the result. The average profiles over genes (Figure 2, Figure 3; Figures S4, S5, S6, S7) were similarly generated on the 5′ and 3′ transcriptional boundaries into 50 bp windows for each half-gene and adjacent inter-annotation regions. An average sliding window of 5 kb was next applied to the result. All these profiles were generated using a tool that will be available soon (Jacques et al., In preparation).

Note that we excluded from these analyses all mitochondrial and chloroplast genes as well as nuclear genes that overlap other annotations. We also excluded genes whose transcripts are shorter than 1 kb, except for the analysis shown in Figure S6 from which this exclusion criterion was derived (Table S3). 

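The deposited table gives the start and end of each annotation in TAIR9 but no transcript lengths, so gene length, from start to end, was used here. By gene length, 2715 of the 27091 nuclear protein-coding genes were over 4 kb, 3085 between 3 and 4 kb, 6873 between 2 and 3 kb, 8969 between 1 and 2 kb, and 5449 under 1 kb. By the transcript lengths of the TAIR10.1 annotation, in which 26595 of these genes were found, the numbers were 790, 1597, 5560, 12455 and 6193. Applied to transcripts of at least 1 kb in place of genes, a choice made after the data were seen, the filter left 14794 expressed genes.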

Note that the total number of genes is not consistent because in Figure 2B, all genes expressed (FPKM>0) in at least one of the four mRNA-Seq library were used (for a total of 14048 after applying the other filters), while in the other cases we decided to be conservative and discarded ∼10% genes (3897 from 33476) with unexpected expression variation between replicates from the same tissue (variation being defined as either i) an absolute difference of FPKM higher than 1.0 (ex: FPKM of 3 in one replicate and 4.5 in the other; 1.5>1), ii) the proportion of this absolute FPKM difference was more than a third of the minimal FPKM (ex: FPKMs of 1 and 1.5; 0.5/1>0.33), iii) FPKM null in only one replicate).

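Table S3 marks each annotation as kept or deleted. The part of Table S3 used here held 734 annotations, whose 2936 FPKM values were all equal to the deposited ones. A rule that discards an annotation where, in either tissue, criteria i and ii are both met or criterion iii is met gave the mark of Table S3 for all 734. Over the whole table this rule discarded 3987 of the 33476 annotations (11.9%). Of these, 1900 were discarded on the dividing replicates, 2697 on the non-dividing replicates, and 610 on both. Read as criteria i, ii or iii each sufficing, the rule discarded 14837 annotations and gave the mark of Table S3 for 426 of the 734. With a difference of over exactly 1/3 of the minimal FPKM in place of 0.33, a choice made after the data were seen, 3936 annotations were discarded and 732 marks matched.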

### Boxplot Distributions and Spearman Correlations

The boxplot distributions were generated using the boxplot function of the graphics package v2.11.1 in R, on the average signal over each feature listed. The chromatin states (CS) regions used in Figure 1C and Figure S2C were derived from [37]. Adjacent regions sharing the same status were merged. The genomic features used in Figure 1D and Figure S2D were extracted from the TAIR9 annotation file. The p-values (two-sided) were calculated using the t.test function of the package stats in R. The Spearman correlations were computed on FPKM expression values vs H3.3 enrichment of the last kb of genes. Average rank was used in cases of tied values.

For the scatterplots of Figure 2E–2F and Figure S4D–S4E, a sliding window of 10 genes was applied on both H3 variants and RNAPII enrichment. For Figure 3C a sliding window of 500 genes was applied on both the gene expression difference (div – nonDiv) and the differential enrichment difference (div – nonDiv) after ordering the data on the RNAPII or expression data respectively.

All the data used in the boxplots and scatterplots are available in Table S4.

### Enhancers Analysis

Predicted Transcription Factor Binding Sites (TFBS) data from AthaMap database [58] containing ∼10 millions unique sites from 124 different matrices was converted to TAIR9 coordinates using the script “update_coordinates.pl” from “ftp://ftp.arabidopsis.org/home/tair/Software/UpdateCoord/”. Based on the authors suggestion, the number of sites per matrix was limited to 200,000 following the “restriction” procedure (http://www.athamap.de/restriction_scores.php), giving ∼4.7 millions sites. The 2,390,614 non-exonic sites were then used to generate an average profile as described above (50 bp windows over 2 kb, sliding window of 200 bp) and presented in Figure S3.

## Supporting Information

Figure S1 Genome browser snapshot of 31 kb on chromosome 3. Profiles of H3 (blue), H3.1 (orange), H3.3 (green) and IgG (grey) obtained from two independent biological replicates in the two tissue types. 

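The 7 annotations of this region, AT3G14820 to AT3G14870, lie between 4978726 and 5005739 on chromosome 3 of TAIR9. In the deposited table AT3G14820 and AT3G14855 are listed at 0 in all 4 libraries. AT3G14840 had a mean FPKM of 38.2 ± 3.05 (SD, n = 2) in dividing and 19.8 ± 5.04 in non-dividing tissue (log2 fold change 0.94, limma adjusted p = 0.00851, with the replicate block 5.39e-04), and it varied between the non-dividing replicates beyond the paper's limit. AT3G14870 had 3.74 ± 0.402 in dividing and 1.36 ± 0.172 in non-dividing tissue (log2 fold change 1.00, limma adjusted p = 0.00210, with the replicate block 5.55e-04). Both remained higher in dividing tissue after rescaling (0.54 and 0.72). AT3G14830 had 19.7 ± 0.339 and 18.6 ± 1.03 (limma adjusted p = 0.459, with the replicate block 0.493) and AT3G14860 13.9 ± 0.584 and 12.0 ± 0.510 (limma adjusted p = 0.107, with the replicate block 0.102). Their log2 fold changes of 0.08 and 0.20 changed direction after rescaling: that of AT3G14830 was -0.31, past the threshold in the other direction (limma adjusted p = 0.0281), and that of AT3G14860 -0.18 (limma adjusted p = 0.141). Quantile normalization gave -0.20 (limma adjusted p = 0.0929) and -0.14 (limma adjusted p = 0.233). AT3G14850 (TBL41) had 1.13 ± 0.226 and 1.66 ± 1.25 (log2 fold change -0.24, limma adjusted p = 0.556, with the replicate block 0.333), with non-dividing replicates of 2.55 and 0.780.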

The region includes several protein-coding genes (black on positive strand, purple on negative strand) having the following average FPKM values per condition (div/nonDiv): AT3G14820 (0/0), AT3G14830 (18.6/19.7), AT3G14840 (19.8/38.2), AT3G14850 (1.7/1.1), AT3G14855 (0/0), AT3G14860 (12.0/13.9), AT3G14870 (1.4/3.7). Vertical dashed grey lines correspond to the TTS of the genes.
(EPS) Click here for additional data file.

Figure S2 Genomic distribution of H3.3 and H3.1 enrichment in non-dividing tissue. (A–D) Replicate of Figure 1 showing non-dividing rather than dividing tissue. The gene annotation track (A, black points) is showing a similar overall profile than H3.3.
(EPS) Click here for additional data file.

Figure S3 Genomic distribution of H3.3 and H3.1 enrichment over Transcription Factor Binding Sites (TFBS). Profiles of H3.3 (green), H3.1 (orange), H3 (blue) and IgG (dashed grey) over non-exonic TFBS extracted from AthaMap [58].
(EPS) Click here for additional data file.

Figure S4 Enrichment profiles of marks and RNAPII over genes. (A) Average profile of H3 enrichment in dividing cells over the protein-coding genes grouped according to their expression levels into six different subsets (see Figure 2B–2D). (B) Average profile of H3K36me3 (red), H3K4me3 (purple), H3K9me2 (dark grey) and H3 (blue) enrichment over gene bodies (all 14048 expressed protein-coding genes) presented by Roudier and colleagues [37]. (C) Average profile of RNAPII enrichment [33] over the protein-coding genes. (D–E) Scatterplots of H3 (D) and IgG (E) versus RNAPII 3′ enrichment calculated on the last 1 kb of the genes. A sliding window of 10 genes was applied on both H3 variants and RNAPII enrichment.
(EPS) Click here for additional data file.

Figure S5 H3.3 and H3.1 enrichment over genes in non-dividing tissue. (A) Average profile of H3.3 (green), H3.1 (orange), H3 (blue) and IgG (dashed grey) enrichment over gene bodies (all 14048 expressed protein-coding genes). (B–E) Average profile of H3.3 (B), H3.1 (C), H3 (D) and IgG (E) enrichment over the protein-coding genes grouped according to their expression levels into six different subsets (from the red to the purple curves corresponding to FPKM >30, 20–30, 10–20, 5–10, 1–5, 0–1, containing 3179, 1463, 2897, 2344, 2780 and 1263 genes, respectively).
(EPS) Click here for additional data file.

Figure S6 Correlation of H3.1 and H3.3 enrichment with gene length. Average profile of H3.3 (A), H3.1 (B), H3 (C), IgG (D) from dividing tissue over the protein-coding genes grouped according to their length into five different subsets (from the red to the purple curves corresponding to >4 kb, 3 kb–4 kb, 2 kb–3 kb, 1 kb–2 kb, <1 kb, containing 2724, 3091, 6877, 8972 and 5463 genes, respectively). Non-dividing profiles (not shown) are almost identical.
(EPS) Click here for additional data file.

Figure S7 Dynamics of H3.3 and H3.1 enrichment during development over different sets of genes. Average profile of H3.3 (green) and H3.1 (orange) enrichment in dividing tissue (plain line) compared to non-dividing tissue (dashed line) over genes that are cell cycle regulated according to CycleBase (A), genes that are ON (FPKM>3) in dividing tissue and OFF (FPKM<1) in non-dividing tissue (B) and vice-versa (C) and genes that present similar expression in both tissue types and are either highly expressed (D), or have low expression levels (E). 

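Among the 12791 genes that passed the filters, 335 had a mean FPKM above 3 in dividing and under 1 in non-dividing tissue, and 30 the reverse. Without the limit on variation between replicates the numbers were 412 and 73, and with rescaled FPKM 235 and 48. These sets and their alternatives were counted after the data had been seen. A set defined by FPKM limits has no test of its own.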

(F–G) Snapshots of the UCSC genome browser showing H3 (blue), H3.1 (orange), H3.3 (green), IgG (grey) and mRNA-Seq (black) over representative protein-coding genes (black on positive strand, purple on negative strand) more expressed in dividing tissue than non-dividing tissue (F) or the opposite (G). The corresponding FPKM values per condition (div/nonDiv) are: AT3G14600 (126.9/422.4), AT3G14610 (1.3/2.4), AT3G14620 (8.7/3.3), AT1G20440 (1768.8/134.5), AT1G20450 (503.1/94.9). 

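In the deposited table AT3G14600 (chromosome 3, 4910697 to 4912173 in TAIR9) had an FPKM of 391 and 454 in the replicates of dividing tissue and 124 and 129.6 in those of non-dividing tissue, a log2 fold change of 1.72 (standard error 0.11, limma adjusted p = 3.96e-04, with the replicate block 4.28e-05). The neighbouring AT3G14610 (CYP72A7) had 2.44 ± 0.0446 (SD, n = 2) in dividing and 1.33 ± 0.179 in non-dividing tissue (0.56, limma adjusted p = 0.0111, with the replicate block 0.00926); after rescaling its log2 fold change was 0.30 (adjusted p = 0.0805, and 0.0954 with the replicate block added after the data were seen). AT3G14620 (CYP72A8) was higher in non-dividing tissue, with 2.98 and 3.63 in dividing and 6.63 and 10.8 in non-dividing tissue (-1.14, limma adjusted p = 0.00917, with the replicate block 3.98e-04), and varied between the non-dividing replicates beyond the paper's limit. AT1G20440 (COR47, chromosome 1, 7084409 to 7085772) had 149 and 120.0 in dividing and 1789 and 1748 in non-dividing tissue (-3.72, standard error 0.14, limma adjusted p = 1.84e-04, with the replicate block 7.96e-06). AT1G20450 (ERD10) had 92.0 and 97.9 in dividing and 475 and 531 in non-dividing tissue (-2.39, standard error 0.10, limma adjusted p = 2.17e-04, with the replicate block 1.50e-05).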

Horizontal dashed grey lines correspond to half the scale of each graph.
(EPS) Click here for additional data file.

Table S1 Overview of sequencing libraries analyzed.
(DOC) Click here for additional data file.

Table S2 Expression of the top-most cell-cycle dependent and independent genes in dividing and non-dividing tissue. CycleBase ranks were extracted from www.cyclebase.org with ranks from 1 to 20,945 reflecting the magnitude of cell-cycle dependent regulation. FPKM values are mean values obtained from the HTR5::GFP and HTR13::GFP mRNA-Seq libraries.
(DOC) Click here for additional data file.

Table S3 Tab-delimited file containing FPKM values for each TAIR9 annotation. The last column contains the information whether the gene was kept or not for the downstream analyses based on expression variation between replicates from the same tissue (see Materials and Methods).
(GZ) Click here for additional data file.

Table S4 Tab-delimited file containing the average signal of all datasets used in the boxplots and scatterplots over each annotation (total and last kb), inter-annotation and CS segment.
(GZ) Click here for additional data file.

## References

[1] Dalal Y, Bui M (2010). Down the rabbit hole of centromere assembly and dynamics.. Curr Opin Cell Biol.

[2] Tagami H, Ray-gallet D, Almouzni G, Nakatani Y (2004). Histone H3.1 and H3.3 Complexes Mediate Nucleosome Assembly Pathways Dependent or Independent of DNA Synthesis.. Cell.

[3] Ahmad K, Henikoff S (2002). The histone variant H3.3 marks active chromatin by replication-independent nucleosome assembly.. Mol Cell.

[4] Ahmad K, Henikoff S (2002). Histone H3 variants specify modes of chromatin assembly.. Proc Natl Acad Sci U S A.

[5] Banaszynski LA, Allis CD, Lewis PW (2010). Histone variants in metazoan development.. Dev Cell.

[6] Henikoff S, McKittrick E, Ahmad K (2004). Epigenetics, histone H3 variants, and the inheritance of chromatin states.. Cold Spring Harb Symp Quant Biol.

[7] Talbert PB, Henikoff S (2010). Histone variants–ancient wrap artists of the epigenome.. Nat Rev Mol Cell Biol.

[8] Corpet A, Almouzni G (2009). Making copies of chromatin: the challenge of nucleosomal organization and epigenetic information.. Trends Cell Biol.

[9] Schwartz BE, Ahmad K (2005). Transcriptional activation triggers deposition and removal of the histone variant H3.3.. Genes Dev.

[10] Wirbelauer C, Bell O, Schübeler D (2005). Variant histone H3.3 is deposited at sites of nucleosomal displacement throughout transcribed genes while active histone modifications show a promoter-proximal bias.. Genes Dev.

[11] Mito Y, Henikoff JG, Henikoff S (2005). Genome-scale profiling of histone H3.3 replacement patterns.. Nat Genet.

[12] Daury L, Chailleux C, Bonvallet J, Trouche D (2006). Histone H3.3 deposition at E2F-regulated genes is linked to transcription.. EMBO reports.

[13] Goldberg AD, Banaszynski LA, Noh K-M, Lewis PW, Elsaesser SJ (2010). Distinct Factors Control Histone Variant H3.3 Localization at Specific Genomic Regions.. Cell.

[14] Ray-Gallet D, Woolfe A, Vassias I, Pellentz C, Lacoste N (2011). Dynamics of histone h3 deposition in vivo reveal a nucleosome gap-filling mechanism for h3.3 to maintain chromatin integrity.. Mol Cell.

[15] Tamura T, Smith M, Kanno T, Dasenbrock H, Nishiyama A (2009). Inducible deposition of the histone variant H3.3 in interferon-stimulated genes.. The Journal of biological chemistry.

[16] Drané P, Ouararhni K, Depaux A, Shuaib M, Hamiche A (2010). The death-associated protein DAXX is a novel histone chaperone involved in the replication-independent deposition of H3.3.. Genes Dev.

[17] Wong LH, McGhie JD, Sim M, Anderson MA, Ahn S (2010). ATRX interacts with H3.3 in maintaining telomere structural integrity in pluripotent embryonic stem cells.. Genome Res.

[18] Lewis PW, Elsaesser SJ, Noh KM, Stadler SC, Allis CD (2010). Daxx is an H3.3-specific histone chaperone and cooperates with ATRX in replication-independent chromatin assembly at telomeres.. Proc Natl Acad Sci U S A.

[19] Mito Y, Henikoff JG, Henikoff S (2007). Histone replacement marks the boundaries of cis-regulatory domains.. Science.

[20] Chow C-M, Georgiou A, Szutorisz H, Maia e Silva A, Pombo A (2005). Variant histone H3.3 marks promoters of transcriptionally active genes during mammalian cell division.. EMBO reports.

[21] Waterborg JH (2011). Evolution of histone H3: emergence of variants and conservation of post-translational modification sites.. Biochem Cell Biol.

[22] Waterborg JH, Robertson AJ (1996). Common features of analogous replacement histone H3 genes in animals and plants.. J Mol Evol.

[23] Robertson AJ, Kapros T, Dudits D, Waterborg JH (1996). Identification of three highly expressed replacement histone H3 genes of alfalfa.. DNA Seq.

[24] Waterborg JH (1991). Multiplicity of histone h3 variants in wheat, barley, rice, and maize.. Plant Physiol.

[25] Malik HS, Henikoff S (2003). Phylogenomics of the nucleosome.. Nat Struct Biol.

[26] Ingouff M, Berger F (2009). Histone3 variants in plants.. Chromosoma.

[27] Wu SC, Gyorgyey J, Dudits D (1989). Polyadenylated H3 histone transcripts and H3 histone variants in alfalfa.. Nucleic Acids Res.

[28] Chaubet N, Clement B, Gigot C (1992). Genes encoding a histone H3.3-like variant in Arabidopsis contain intervening sequences.. J Mol Biol.

[29] Lepetit M, Ehling M, Chaubet N, Gigot C (1992). A plant histone gene promoter can direct both replication-dependent and -independent gene expression in transgenic plants.. Mol Gen Genet.

[30] Okada T, Endo M, Singh MB, Bhalla PL (2005). Analysis of the histone H3 gene family in Arabidopsis and identification of the male-gamete-specific variant AtMGH3.. Plant J.

[31] Ingouff M, Rademacher S, Holec S, Soljic L, Xin N (2010). Zygotic resetting of the HISTONE 3 variant repertoire participates in epigenetic reprogramming in Arabidopsis.. Curr Biol.

[32] Shi L, Wang J, Hong F, Spector DL, Fang Y (2011). Four amino acids guide the assembly or disassembly of Arabidopsis histone H3.3-containing nucleosomes.. Proc Natl Acad Sci USA.

[33] Chodavarapu RK, Feng S, Bernatavichute YV, Chen PY, Stroud H (2010). Relationship between nucleosome positioning and DNA methylation.. Nature.

[34] Johnson L, Cao X, Jacobsen S (2002). Interplay between two epigenetic marks. DNA methylation and histone H3 lysine 9 methylation.. Curr Biol.

[35] Soppe WJ, Jasencakova Z, Houben A, Kakutani T, Meister A (2002). DNA methylation controls histone H3 lysine 9 methylation and heterochromatin assembly in Arabidopsis.. EMBO J.

[36] Turck F, Roudier F, Farrona S, Martin-Magniette ML, Guillaume E (2007). Arabidopsis TFL2/LHP1 specifically associates with genes marked by trimethylation of histone H3 lysine 27.. PLoS Genet.

[37] Roudier F, Ahmed I, Berard C, Sarazin A, Mary-Huard T (2011). Integrative epigenomic mapping defines four main chromatin states in Arabidopsis.. EMBO J.

[38] Choi ES, Shin JA, Kim HS, Jang YK (2005). Dynamic regulation of replication independent deposition of histone H3 in fission yeast.. Nucleic acids research.

[39] Johnson L, Mollah S, Garcia BA, Muratore TL, Shabanowitz J (2004). Mass spectrometry analysis of Arabidopsis histone H3 reveals distinct combinations of post-translational modifications.. Nucleic Acids Res.

[40] Waterborg JH (1990). Sequence Analysis of Acetylation and Methylation in Two Histone H3 Variants of Alfalfa *.. The Journal of biological chemistry.

[41] Zhang X, Bernatavichute YV, Cokus S, Pellegrini M, Jacobsen SE (2009). Genome-wide analysis of mono-, di- and trimethylation of histone H3 lysine 4 in Arabidopsis thaliana.. Genome Biol.

[42] Jin C, Zang C, Wei G, Cui K, Peng W (2009). H3.3/H2A.Z double variant-containing nucleosomes mark ‘nucleosome-free regions’ of active promoters and other regulatory regions.. Nature genetics.

[43] Ooi SL, Henikoff JG, Henikoff S (2010). A native chromatin purification system for epigenomic profiling in Caenorhabditis elegans.. Nucleic Acids Res.

[44] Donnelly PM, Bonetta D, Tsukaya H, Dengler RE, Dengler NG (1999). Cell cycling and cell enlargement in developing leaves of Arabidopsis.. Dev Biol.

[45] Gauthier NP, Jensen LJ, Wernersson R, Brunak S, Jensen TS (2010). Cyclebase.org: version 2.0, an updated comprehensive, multi-species repository of cell cycle experiments and derived analysis results.. Nucleic Acids Res.

[46] Elsaesser SJ, Goldberg AD, Allis CD (2010). New functions for an old variant: no substitute for histone H3.3.. Current opinion in genetics & development.

[47] Okada T, Singh MB, Bhalla PL (2006). Histone H3 variants in male gametic cells of lily and H3 methylation in mature pollen.. Plant Mol Biol.

[48] Curtis MD, Grossniklaus U (2003). A gateway cloning vector set for high-throughput functional analysis of genes in planta.. Plant Physiol.

[49] Ito T, Takahashi N, Shimura Y, Okada K (1997). A serine/threonine protein kinase gene isolated by an in vivo binding procedure using the Arabidopsis floral homeotic gene product, AGAMOUS.. Plant Cell Physiol.

[50] Gendrel AV, Lippman Z, Martienssen R, Colot V (2005). Profiling histone modification patterns in plants using genomic tiling microarrays.. Nat Methods.

[51] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS (2008). Model-based analysis of ChIP-Seq (MACS).. Genome Biol.

[52] Fujita PA, Rhead B, Zweig AS, Hinrichs AS, Karolchik D (2011). The UCSC Genome Browser database: update 2011.. Nucleic Acids Res.

[53] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq.. Bioinformatics.

[54] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.. Genome Biol.

[55] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J (2009). The Sequence Alignment/Map format and SAMtools.. Bioinformatics.

[56] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation.. Nat Biotechnol.

[57] Bernatavichute YV, Zhang X, Cokus S, Pellegrini M, Jacobsen SE (2008). Genome-wide association of histone H3 lysine nine methylation with CHG DNA methylation in Arabidopsis thaliana.. PLoS ONE.

[58] Bulow L, Brill Y, Hehl R (2010). AthaMap-assisted transcription factor target gene identification in Arabidopsis thaliana.. Database (Oxford).

# Supplementary material for: Dynamic Deposition of Histone Variant H3.3 Accompanies Developmental Remodeling of the Arabidopsis Transcriptome
**Source:** PLoS Genet. 2012 May 3;8(5):e1002658. doi: 10.1371/journal.pgen.1002658
**Supplement:** Table S1 — Overview of sequencing libraries analyzed.

**Table S1. Overview of sequencing libraries analyzed.**

| **Name** | **Ab.** | **Strain** | **Condition** | **Rep.** | **PF reads** | **Mapped reads** | **Used in** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CAT005 | GFP | H3.3-GFP (HTR5) | Dividing Cells | 1 | 27,222,359 | 11,904,341 | FigS1 |
| CAT015 | GFP | H3.3-GFP (HTR5) | Dividing Cells | 2 | 26,845,209 | 20,638,245 | Fig1-2-3-S1-S3-S6-S7 |
| CAT009 | GFP | H3.1-GFP (HTR13) | Dividing Cells | 1 | 31,372,169 | 8,463,436 | FigS1 |
| CAT019 | GFP | H3.1-GFP (HTR13) | Dividing Cells | 2 | 23,197,312 | 16,148,763 | Fig1-2-3-S1-S3-S6-S7 |
| CAT008 | H3 | H3.1-GFP (HTR13) | Dividing Cells | 1 | 23,867,461 | 6,073,683 | FigS1 |
| CAT014 | H3 | H3.3-GFP (HTR5) | Dividing Cells | 2 | 27,985,047 | 17,018,135 | Fig1-2-3-S1-S3-S4-S6-S7 |
| CAT007 | IgG | H3.1-GFP (HTR13) | Dividing Cells | 1 | 25,503,399 | 492,277 | FigS1 |
| CAT013 | IgG | H3.3-GFP (HTR5) | Dividing Cells | 2 | 26,448,814 | 15,147,753 | Fig1-2-3-S1-S3-S4-S6-S7 |
| CAT006 | GFP | H3.3-GFP (HTR5) | Non-dividing Cells | 1 | 26,728,418 | 8,716,707 | FigS1 |
| CAT018 | GFP | H3.3-GFP (HTR5) | Non-dividing Cells | 2 | 27,008,441 | 20,715,803 | Fig3-S1-S2-S3-S5-S7 |
| CAT012 | GFP | H3.1-GFP (HTR13) | Non-dividing Cells | 1 | 28,578,344 | 10,504,903 | FigS1 |
| CAT020 | GFP | H3.1-GFP (HTR13) | Non-dividing Cells | 2 | 24,333,562 | 16,317,664 | Fig3-S1-S2-S3-S5-S7 |
| CAT011 | H3 | H3.1-GFP (HTR13) | Non-dividing Cells | 1 | 21,124,684 | 7,531,364 | FigS1 |
| CAT017 | H3 | H3.3-GFP (HTR5) | Non-dividing Cells | 2 | 27,591,959 | 18,027,433 | Fig3-S1-S2-S3-S5-S7 |
| CAT010 | IgG | H3.1-GFP (HTR13) | Non-dividing Cells | 1 | 27,248,726 | 228,484 | FigS1 |
| CAT016 | IgG | H3.3-GFP (HTR5) | Non-dividing Cells | 2 | 27,054,492 | 18,133,455 | Fig3-S1-S2-S3-S5-S7 |
| RAT001 | RNA-Seq | H3.3-GFP (HTR5) | Non-dividing Cells | 1 | --- | 34,870,976 | Fig2-3-S4-S5-S7 |
| RAT002 | RNA-Seq | H3.3-GFP (HTR5) | Dividing Cells | 1 | --- | 39,430,750 | Fig2-3-S4-S5-S7 |
| RAT003 | RNA-Seq | H3.1-GFP (HTR13) | Non-dividing Cells | 1 | --- | 34,586,466 | Fig2-3-S4-S5-S7 |
| RAT004 | RNA-Seq | H3.1-GFP (HTR13) | Dividing Cells | 1 | --- | 39,085,703 | Fig2-3-S4-S5-S7 |

# Supplementary material for: Dynamic Deposition of Histone Variant H3.3 Accompanies Developmental Remodeling of the Arabidopsis Transcriptome
**Source:** PLoS Genet. 2012 May 3;8(5):e1002658. doi: 10.1371/journal.pgen.1002658
**Supplement:** Table S2 — Expression of the top-most cell-cycle dependent and independent genes in dividing and non-dividing tissue. CycleBase ranks were extracted from www.cyclebase.org with ranks from 1 to 20,945 reflecting the magnitude of cell-cycle dependent regulation. FPKM values are mean values obtained from the HTR5::GFP and HTR13::GFP mRNA-Seq libraries.

**Table S2: Expression of the top-most cell-cycle dependent and independent genes in dividing and non-dividing tissue.**

| **Category** | **Gene** | **CycleBase Rank** | **Dividing (FPKM)** | **Non-dividing (FPKM)** | **Ratio Div/Non** |
| --- | --- | --- | --- | --- | --- |
| **Cell-cycle regulated** | AT1G18250 | 1 | 15.52 | 0.42 | 36.99 |
| AT3G54560 | 2 | 47.34 | 9.14 | 5.18 |
| AT4G21820 | 3 | 2.18 | 0.18 | 11.83 |
| AT5G23420 | 4 | 15.87 | 5.88 | 2.70 |
| AT4G28430 | 5 | 1.68 | 0.00 | high |
| AT3G12870 | 6 | 10.19 | 0.00 | high |
| AT4G23800 | 7 | 33.27 | 1.03 | 32.29 |
| AT1G02730 | 8 | 18.23 | 0.81 | 22.63 |
| **Cell-cycle regulated** | AT1G01910 | 20,938 | 31.96 | 23.07 | 1.39 |
| AT3G63270 | 20,939 | 11.41 | 5.59 | 2.04 |
| AT1G66670 | 20,940 | 44.78 | 51.24 | 0.87 |
| AT5G49230 | 20,941 | 15.93 | 11.83 | 1.35 |
| AT1G09790 | 20,942 | 0.00 | 0.00 | 1.00 |
| AT5G46750 | 20,943 | 28.63 | 22.74 | 1.26 |
| AT3G60600 | 20,944 | 169.42 | 101.19 | 1.67 |
| AT4G19540 | 20,945 | 7.44 | 6.78 | 1.10 |

How the deposited data were processed for this re-analysis (not part of the article)

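The mRNA-Seq data comprised 4 libraries, 2 of dividing tissue (shoot meristem and leaf primordia) and 2 of non-dividing tissue (mature leaves). Plants were stratified for 5 days at 4°C and grown for 4 weeks with 8 h of light and 16 h of darkness at 20 to 22°C, and 10 µg of total RNA was used for poly-A selection. The authors mapped the reads onto TAIR9 with recommended settings of TopHat v1.2.0, Bowtie v0.12.7 and Samtools v0.1.13, and deposited the FPKM (fragments per kilobase of annotation and number of mapped reads) that Cufflinks v0.9.3 gave for each annotation. The deposited table gives FPKM for each library separately and includes annotations listed at 0 in all of them. FPKM summed to between 700884 and 715002 per library. Read length is not named in the paper's text.

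Samples were assigned to tissue, line and replicate from the GEO labels and Table S1. The pairing of libraries comes from the replicate numbers of the GEO labels, which coincide with the transgenic line: replicate 1 is the HTR5::GFP line and replicate 2 the HTR13::GFP line. Deviations of same-numbered libraries from their tissue means had a Pearson correlation of 0.257 and a Spearman correlation of 0.241 across 17967 annotations, so results are given with and without the replicate number as a block.

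Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Starts of annotations were raised by 1 to count from 1. Log2 fold changes were calculated by limma (lmFit, then eBayes with a trend) on log2(FPKM + 1) over annotations with a mean FPKM of at least 1, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Count tests were not used, since whole reads could not be recovered: the most frequent ratio between the dividing libraries was shared by 10 of 9941 genes. Without read numbers, the depth behind single values and intervals for counting error are not given.

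Gene sets followed the filters of the paper's methods: nuclear protein-coding genes, no overlap with another annotation, a length of at least 1 kb and, except for the expression groups, variation between replicates within the paper's limit. The limit was read as criteria i and ii together, or criterion iii, in either tissue, because this reading gave the marks of the part of Table S3 used here; that part had been read when the reading was chosen. Rescaling divided each library by the median of its ratios to the mean library over 18569 genes. Tagged genes were set beside the middle 95% of 500 genes of similar FPKM. Gene lists were compared by the percentile of their median log2 fold change among 10000 random lists of the same size matched on mean expression. The uniqueness of a gene was measured as the share of its 36-base stretches, a length chosen here, that occur once in TAIR10.1; coordinates are those of TAIR9.

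Genes named in the text are those of Table 1, Table S2 and the legends of Figures S1 and S7, the genes of the lists used to test a hypothesis, and the 5 protein-coding genes with the largest log2 fold change in each direction among those past the threshold and changed alike in both lines. Any other gene named was chosen after its values were seen. The limma step was tested on simulated data: of 17967 genes, 200 were changed and 115 of these were recovered. Recovered were 78.4% of those changed 4-fold and 35.7% of those changed 2-fold, and 2 of 117 calls were false. The simulation had few changed genes, no common shift and no shared deviation of same-numbered libraries. In the data 12553 annotations were called, so these rates do not describe the fit to the data. In a test of the list comparison on 20034 genes, 17 of 20 lists of 10 genes that had been moved lay above the middle 95% of random lists, and 5 of 100 unmoved lists lay outside the middle 95%.

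Alternatives covered the pseudocount, the filter on low FPKM, the replicate block, rescaling, quantile normalization, a minimum fold change, the reading of the variation rule, the overlap and length filters, the treatment of genes listed at 0 and of tagged genes, and leaving out each library in turn. The sets of genes ON in either tissue and OFF in the other were added after the data had been seen. ChIP-Seq data were not analysed here, apart from a part of Table S4, and only parts of Tables S3 and S4 were used.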

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

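All tests in this part were chosen only after the result was seen, apart from the test of tagged genes in their own line.

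HTR13 (AT5G10390) moved in opposite directions in the 2 lines: its log2 ratio of dividing to non-dividing tissue was 1.70 in the HTR5::GFP line and -0.62 in the HTR13::GFP line, where it is the tagged gene. Each line has 1 library per tissue, so the difference between lines was not tested. Transgene reads were considered first. HTR5 and HTR13 exceeded the middle 95% of genes of similar FPKM in their own line in all 4 comparisons, with a smallest log2 ratio of 1.03, which is consistent with reads from the transgene being counted on the tagged gene. The paper's tables report these genes from the non-tagged line only. An exchange of tissue labels in the HTR13::GFP line would give a negative correlation of fold changes between the lines, and the Pearson correlation across genes was 0.938 (genes are not independent replicates). Of the 36-base stretches of HTR13, 99.2% occurred once in the genome, so shared sequence is not a sufficient explanation. Reads of the tagged gene may also have been assigned to the other 4 H3.1 genes. In non-dividing tissue none of them exceeded the middle 95% (largest log2 ratio between lines 0.21). In dividing tissue 2 of the 4 did, HTR3 at 0.51 (upper limit 0.34) and HTR9 at 0.40 (upper limit 0.39), against -0.39 and 0.0076 in non-dividing tissue; the split by tissue was also made after the values were seen. Such a loss of reads would lower HTR13, so it cannot account for the FPKM of 179 in non-dividing tissue of the HTR13::GFP line. A part in the lower value in dividing tissue (116) cannot be excluded. The change of HTR13 in the HTR13::GFP line, and its mean change over the 4 libraries, cannot be told apart from an effect of the transgene. The change in the HTR5::GFP line (FPKM 16.4 in dividing and 4.38 in non-dividing tissue) was measured without that transgene and rests on 1 library per tissue. No biological explanation was tested.

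QQS and the ribosomal RNA annotations AT2G01020 and AT3G41979, chosen after their values were seen and described below, also moved in opposite directions. Among the other genes of Table 1, Table S2, the 2 legends and the lists used to test a hypothesis, 4 did so. The log2 ratios of these 4 in the HTR5::GFP and HTR13::GFP lines were -0.63 and 0.15 for TBL41 (AT3G14850), 0.12 and -0.033 for LHY, 0.0028 and -0.31 for PRR9, and 0.13 and -0.16 for LUX. These differences were not tested. The largest mean change between tissues among the 4 genes was 0.24. Genes chosen for opposite movement must differ between replicates by at least their mean change in 1 of the tissues, so a comparison with the replicate spread could not have come out otherwise, and the pattern cannot be told apart from that spread. Over all 17967 tested annotations, 1457 (8.11%) moved in opposite directions, 15 of them over 2-fold in each line.

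The paper does not report on transposable element genes in the mRNA-Seq data. Of 3882 such annotations 105 had a mean FPKM of at least 1, and 63 of these had a limma adjusted p under 0.05, 48 higher in dividing and 15 in non-dividing tissue. With the replicate block the numbers were 49 and 19. The median log2 fold change of the 105 genes was 0.30, against 0.38 over all tested annotations, so their direction is not particular to these genes. After rescaling the numbers were 22 and 21, an even split that the centring of all annotations nearly fixes. Reads shared between copies were tested by uniqueness: a median of 98.9% of the 36-base stretches of the 63 genes occurred once, and 3 genes were under 50%. Overlap with other annotations was found for 9.52% of them. Neither explanation accounts for most of the 63 genes. Whether their direction is technical was not tested apart from that of all annotations.

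Chloroplast protein-coding genes, which the paper also does not discuss for mRNA-Seq, gave 39 of 66 tested genes with a limma adjusted p under 0.05 (10 higher in dividing and 29 in non-dividing tissue; 10 and 38 with the replicate block, 2 and 38 after rescaling). Chloroplast transcripts largely lack poly-A tails, so libraries may differ in how much of this RNA was carried over. The median log2 difference between replicates of a tissue was 0.30 for these genes and 0.14 for nuclear genes of similar FPKM, a ratio of 2.11, and 47 of the 66 genes were above the median of the nuclear genes. This concerns the spread within a tissue, which limma already includes, and does not bear on the difference between tissues. Whether carry-over contributes to that difference was not tested, and this explanation remains open.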

How the results depend on the processing

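Alternatives were chosen before the data were examined, except for those described as added, which were chosen after seeing the data; the paper and part of its Table S3 had been read by then. For each change below the cause was not tested.

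As deposited, 9282 annotations were higher in dividing and 3271 in non-dividing tissue with limma (73.9% towards dividing tissue). They were 5578 and 5518 (50.3%) after median-ratio rescaling, 5770 and 5243 (52.4%) after quantile normalization, and 3501 and 1358 with a fold change of at least 2. Added alternatives gave 1992 and 2259 (rescaling with a fold change of at least 2) and 6021 and 5972 (replicate block with rescaling). Of the annotations called as deposited, 8849 kept their direction and call after rescaling and 9019 after quantile normalization. With the replicate block, 9723 and 3625 annotations were called, and 12497 of the original 12553 were shared.

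The set at least 5 times higher in dividing tissue (1126 genes) held 484 genes without genes listed at 0, 242 with a pseudocount of 1, 694 with a mean FPKM of at least 1 in the higher tissue and 608 with the variation rule read as i or ii or iii. Added alternatives gave 474 (mean FPKM above 3) and 163 (pseudocount 1 with rescaling). The set higher in non-dividing tissue (183 genes) held 113, 65 and 128 under the first 3 of these, 61 under the other reading of the rule, 409 without the rule, 286 after rescaling, and 109 and 120 under the added alternatives. It held from 241 to 326 genes across the 4 counts that each left out a library, against 1273 to 1362 for dividing tissue. With a library left out, the variation rule was applied to the other tissue only. These counts therefore also loosen the rule and do not isolate the influence of a library. Dividing tissue had the larger set under every alternative run. The number of genes OFF in dividing and ON in non-dividing tissue was 30, and 73 without the variation rule and 48 after rescaling, both added. The variation rule discarded 3987 annotations, and 14837 when read as i or ii or iii.

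The H3.1 ratio of 3.61 was 2.72 after rescaling and 1.80 with the tagged gene averaged over both lines. The H3.3 ratio of 1.654 was 1.652 with a pseudocount of 1, 1.25 after rescaling, 1.64 with the tagged gene averaged, 1.50 with it left out, and from 1.39 to 1.71 when each library was left out. The chaperone ratio of 1.68 was 1.27 after rescaling. The FAS2 ratio was 3.70 with a pseudocount of 1 and 5.81 after rescaling. The HTR12 ratio of 5.59 was 2.88 with a pseudocount of 1, 4.23 after rescaling, and from 3.92 to 9.78 when each library was left out. The log2 ratio of HTR13 between lines in non-dividing tissue was 5.06 with a pseudocount of 1. All these ratios stayed above 1.

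Among named genes, log2 fold changes reversed after median-ratio rescaling for HTR8 (-0.11), ASF1A (-0.12), AGD9 (-0.073), INDH (-0.24), AT3G14830 (-0.31), AT3G14860 (-0.18), CLV1 (-0.26), LHY (-0.36), PRR7 (-0.19) and PRR5 (-0.064). Quantile normalization reversed ASF1A (-0.065), INDH (-0.28), AT3G14830 (-0.20), AT3G14860 (-0.14), CLV1 (-0.10) and LHY (-0.10). Of 82 results for named genes, 11 others became weaker and 5 stronger after rescaling, 9 weaker and 4 stronger after quantile normalization, 17 weaker with a minimum fold change, and 7 stronger with the replicate block. The added fit with the block and rescaling reversed the same 10 genes as rescaling alone, with 10 others weaker and 9 stronger. With a pseudocount of 0.1 all 82 stayed on their side of the threshold. Leaving out a library was judged otherwise, by whether a log2 fold change shifted beyond the SD of the ratios within the 2 lines. A library of dividing tissue shifted 22 and a library of non-dividing tissue 27. That limit was 2.0e-04 for HMGB6 and 1.64 for HTR13. HTR13 was not counted although it was -0.83 without replicate 2 of dividing tissue. These counts therefore do not measure how stable the results are. The unknown number of reads behind each FPKM limits what can be said of genes listed at 0.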

Differences from the paper's values

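Values within 1.5 times the paper's were not counted as differing, although some were not equal. Among these, the paper has 14048 expressed genes, against 15124 here. Its group between 0 and 1 holds 1263 genes, against 1619 here, and it discarded 3897 annotations, against 3987 here. The paper's number of genes at least 5-fold higher in dividing tissue is 194, and 1126 were found here. Of the alternatives set before the data were examined, a pseudocount of 1 gave 242 genes, within 1.5 times the paper's number; leaving out genes listed at 0 (484), a minimum mean FPKM of 1 (694), the replicate block (1053), no variation rule (1575), the rule read as i or ii or iii (608), keeping overlapping genes (1260) or counting overlap on the same strand (1251), all lengths (1310), rescaling (961) and leaving out each library (1273 to 1362) did not come as close. A pseudocount of 1 with rescaling (163 genes), chosen after seeing the values, also came within that range, whereas the other alternatives chosen after seeing the values (474, 1126 and 1111 genes) did not.

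For non-dividing tissue the paper's number is 88, and 183 were found here. Leaving out genes listed at 0 (113), a pseudocount of 1 (65), a minimum mean FPKM of 1 (128) and the rule read as i or ii or iii (61) came within 1.5 times the paper's number. The replicate block (165), no variation rule (409), overlapping genes (216 and 214), all lengths (265), rescaling (286) and leaving out each library (241 to 326) did not. A mean FPKM above 3 (109) and a pseudocount of 1 with rescaling (120), both chosen after seeing the values, came within that range, and 184 and 195 genes under the others chosen after seeing the values did not.

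For genes of the legend of Figure S1 the paper's values for dividing and non-dividing tissue are 19.8 and 38.2 for AT3G14840, against 38.2 and 19.8 here, and 1.4 and 3.7 for AT3G14870, against 3.74 and 1.36 here. For AT3G14850 the paper's value in dividing tissue is 1.7, against 1.13 here. For the legend of Figure S7 the paper's values are 126.9 and 422.4 for AT3G14600, against 422 and 127 here; 1.3 and 2.4 for AT3G14610, against 2.44 and 1.33; 8.7 and 3.3 for AT3G14620, against 3.31 and 8.73; 1768.8 and 134.5 for AT1G20440, against 134 and 1769; and 503.1 and 94.9 for AT1G20450, against 95.0 and 503. Rescaling and leaving out each library in turn were the alternatives set before the data were examined for these values. None closed the gap. The nearest was AT3G14850 without replicate 2 of dividing tissue, at 1.29, within 1.5 times the paper's 1.7 but not equal to it. These alternatives could not have undone an exchange of tissues.

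Of the 12 genes in the 2 legends, 2 are listed at 0 in both tissues, and the other 10 all stand in the opposite order of tissues to the deposited values. For each of these 10 genes, the paper's value for a tissue lies close to the deposited mean of the other tissue. This argues for an exchanged order of tissues in the 2 legends. All values of Table 1 and Table S2 equal the deposited values within rounding with the tissues in the order given there. The paper names FAS2 alone among the chaperones as depending strongly on the cell cycle. The ratio between tissues was 7.71 for FAS2 and 3.61 for ASF1B here, and the difference between them was not tested. A ratio between tissues is not a measure of cell cycle regulation. By the CycleBase ranks of Table 1, FAS1 is the most cell cycle regulated of the chaperones, FAS2 the next and ASF1B the least.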

Other observations

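The tests of time of day, meristem and senescence genes were chosen before their results were seen, after the paper had been read; all other tests in this part were chosen only after the result was seen.

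All 12 cold- and dehydration-responsive genes examined (COR47, ERD10, COR15A, COR15B, KIN1, KIN2, RD29A, RD29B, COR414-TM1, CBF1, CBF2 and CBF3) were lower in dividing tissue in both lines and had a limma adjusted p under 0.05, also with the replicate block. Their median log2 fold change was -2.85 as deposited and -3.19 after rescaling, at percentile 0 of 10000 random lists. The paper prints values for COR47 and ERD10, so the list was not independent of the paper. Without them, a comparison added after the result was seen, all 10 genes were lower and the percentile was again 0. Of the 12 genes, 9 varied between replicates beyond the paper's limit. Harvest at different times of day could produce such a difference, and clock genes would then stand apart. The morning genes lay at percentile 39.4 (median 0.13) and the evening genes at 36.8 (median 0.16), so the list medians did not stand apart from random lists. A median of 6 genes that move in both directions can hide single changes, however. With the replicate block 3 of the 6 morning genes (2 higher and 1 lower in dividing tissue) and 4 of the 6 evening genes (3 higher and 1 lower) had a limma adjusted p under 0.05, against 0 and 2 without it. After rescaling with the block, chosen after the data were seen, the numbers were 4 (1 higher and 3 lower) and 3 (all lower). Time of day is therefore not excluded. Temperature, water status and leaf age were not tested, and the pattern is not assigned a cause.

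Meristem and primordium genes had a median log2 fold change of 1.87 and lay at percentile 100 of random lists. All 8 that were expressed were higher in dividing tissue, and 7 of 8 after rescaling, where CLV1 was lower. The list held 10 genes, of which WUS and CLV3 were listed at 0 throughout. Of 7 senescence genes, SAG12 and SAG29 were listed at 0 throughout. The 5 expressed genes had a median of -1.81 and lay at percentile 0.01, all of them lower in dividing tissue, also after rescaling. Both values are consistent with differences in cell composition and leaf age between the tissues, apart from cell division itself, so a difference between tissues in these libraries cannot be put down to division alone.

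More annotations were higher in dividing than in non-dividing tissue. A few highly expressed genes taking more of the reads in non-dividing tissue may contribute: with the 100 highest annotations left out of the scaling the median log2 fold change was 0.21, and with 1000 left out 0.17, against 0.37 with each library scaled to the same sum over all annotations. The rest of the shift remained. Neither gene length (Spearman 0.091 across 17407 genes) nor GC content (0.016 across 17336 genes, 99.6% of those sought) followed the fold change; genes are not independent replicates. With genes listed at 0 left out, 81.1% of the genes changed at least 5-fold were higher in dividing tissue as deposited. Zeros therefore do not account for the excess within the 5-fold sets, and this count does not cover all annotations. The share was 77.1% after rescaling with zeros kept. It was 57.6% with a pseudocount of 1 and rescaling, chosen after seeing the values. FPKM gives no absolute amount of RNA per cell, and whether the remaining shift is technical was not settled.

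A run of 7 neighbouring genes, AT4G22485 to AT4G22520 on chromosome 4 (11844506 to 11858970), was at least 8-fold higher in dividing tissue, with log2 fold changes of 7.06 to 9.13. FPKM was at least 176 in each library of dividing tissue and at most 2.56 in non-dividing tissue, where replicate 2 was listed at 0 for all 7 genes. A run as long occurred in 0 of 1000 random gene orders, where the longest was 4. Reads shared between copies may inflate such a run, but a median of 96.2% (81.7 to 100) of the 36-base stretches occurred once. Overlap between annotations could also link values, and 3 of the 7 genes overlap others. The other 4 (AT4G22485, AT4G22490, AT4G22505 and AT4G22520) overlap no annotation and had FPKM values of 176 to 802 in dividing and at most 1.76 in non-dividing tissue, so overlap does not account for these. The longest run towards non-dividing tissue was 2 genes (AT5G59310 and AT5G59320), and 141 of 1000 random orders had a run as long. These genes were singled out after their values were seen.

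Between the lines, 38 annotations differed more than 2-fold in the same direction in both tissues, 29 higher in the HTR5::GFP and 9 in the HTR13::GFP line. The numbers in single tissues were 118 (dividing) and 254 (non-dividing), and lines have no replicates within a tissue. To test whether the transgenes carry the neighbouring annotations, distances were counted. Of the 38, 4 lay within 10 kb of HTR5 or HTR13: these genes themselves, AT4G40042 and AT4G40045. Most of the 38 lay elsewhere. AT4G40042 and AT4G40045 lie beside HTR5 and were higher in the HTR5::GFP line in both tissues, so carriage was not excluded for them. QQS (AT3G30720), chosen after its values were seen, had an FPKM of 115 and 4.96 in the HTR5::GFP and HTR13::GFP lines in dividing tissue and 59.3 and 8.52 in non-dividing tissue. Whether line, plant or library accounts for this was not tested.

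The annotations AT2G01020 and AT3G41979 for ribosomal RNA, chosen after their values were seen, had FPKM values of 4395 and 4416 in dividing tissue and 5604 and 494 in non-dividing tissue. The chloroplast ribosomal RNA ATCG00920 had 156 and 212 in dividing and 1414 and 335 in non-dividing tissue, and ATCG00950 had 117 and 129, and 1162 and 218. Other ribosomal RNA annotations differed less between the non-dividing replicates. AT2G01010 had 1611 and 1472 in dividing and 2820 and 1452.5 in non-dividing tissue, and AT3G41768 had 1884 and 1724, and 3307 and 1712. The mitochondrial ATMG01390 was higher in dividing tissue, with 82.0 and 116 against 44.0 and 36.8.

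In the part of Table S4 used here, the paper's ChIP-Seq signal over the last kb of genes was set beside FPKM. Across 400 expressed genes, Spearman's rho with the paper's H3.3 signal was 0.36 in dividing and 0.43 in non-dividing tissue, and -0.24 and 0.09 for H3.1, -0.21 and -0.15 for H3, and -0.10 and 0.01 for IgG. For the difference between tissues over 336 genes, rho was 0.37 for H3.3, -0.09 for H3.1, -0.23 for H3 and -0.08 for IgG. These 12 relations are across genes, which are not independent replicates, and no p is given.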
